# The RNA-Binding Protein QKI Suppresses Cancer-Associated Aberrant Splicing

**DOI:** 10.1371/journal.pgen.1004289

**Published:** 2014-04-10

**Authors:** Feng-Yang Zong, Xing Fu, Wen-Juan Wei, Ya-Ge Luo, Monika Heiner, Li-Juan Cao, Zhaoyuan Fang, Rong Fang, Daru Lu, Hongbin Ji, Jingyi Hui

## Abstract

Lung cancer is the leading cause of cancer-related death worldwide. Aberrant splicing has been implicated in lung tumorigenesis. However, the functional links between splicing regulation and lung cancer are not well understood. Here we identify the RNA-binding protein QKI as a key regulator of alternative splicing in lung cancer. We show that QKI is frequently down-regulated in lung cancer, and its down-regulation is significantly associated with a poorer prognosis. QKI-5 inhibits the proliferation and transformation of lung cancer cells both *in vitro* and *in vivo*. Our results demonstrate that QKI-5 regulates the alternative splicing of *NUMB* via binding to two RNA elements in its pre-mRNA, which in turn suppresses cell proliferation and prevents the activation of the Notch signaling pathway. We further show that QKI-5 inhibits splicing by selectively competing with a core splicing factor SF1 for binding to the branchpoint sequence. Taken together, our data reveal QKI as a critical regulator of splicing in lung cancer and suggest a novel tumor suppression mechanism involving QKI-mediated regulation of the Notch signaling pathway.

## Author Summary

Alternative pre-mRNA splicing is a key mechanism for increasing proteomic diversity and modulating gene expression. Emerging evidence indicates that splicing program is frequently deregulated during tumorigenesis, and cancer cells favor to produce protein isoforms that can promote growth and survival. Lung cancer is one of the most common cancers and the leading cause of cancer-related death worldwide. Although a number of lung cancer-related splicing events have been detected in several genome-wide analyses, much less is known about how aberrant splicing takes place in lung cancer and how it contributes to tumor development. In this study, we characterized the RNA-binding protein QKI as a new critical regulator of alternative splicing in lung cancer and as a potential marker for prognosis. Genome-wide analysis of QKI-dependent splicing by RNA-Seq identified some cancer-associated splicing changes as its targets. Our results demonstrate that QKI-5 inhibits cancer cell proliferation and prevents inappropriate activation of the Notch signaling pathway by regulating its key target, *NUMB*. We further showed that QKI-5 represses the inclusion of *NUMB* alternative exon through competing with a core splicing factor SF1. In summary, our data indicate that down-regulation of QKI causes aberrant splicing in lung cancer and suggest a novel tumor suppression mechanism involving QKI-mediated repression of Notch signaling.

## Introduction

Lung cancer is one of the most common cancers and the leading cause of cancer-related death worldwide [1]. Due to the lack of detectable early-stage symptoms and limited treatment options, the 5-year survival rates remain poor for most patients [2]. Thus, more comprehensive investigations of gene expression alterations are needed for understanding the molecular mechanisms of lung tumorigenesis with a goal of identifying reliable earlier markers and effective therapeutic targets.

Alternative pre-mRNA splicing, the process by which multiple mRNA variants can be produced from a single gene, is a key mechanism for increasing proteomic diversity and modulating gene expression [3]. Misregulation of splicing underlies many human diseases, including cancer [4]–[6]. During the initiation and progression of cancer, the splicing program together with other layers of gene expression programs is subject to substantial alterations. A large fraction of RNA-binding proteins can function as splicing regulators to affect splice site selection through recognizing regulatory elements, located in either exons or introns, and interacting with spliceosomal factors or other splicing regulators [7]–[9]. The role of splicing regulators in cancer was best demonstrated by an SR protein, SRSF1, which functions as a proto-oncogene [10], [11]. Overexpression of SRSF1 resulted in the transformation of immortal fibroblasts and mammary epithelial cells partly through regulating alternative splicing of candidate genes involved in signal transduction and apoptosis. Other splicing regulators such as RBFOX2, hnRNP H, PTB have been shown to control cancer-associated splicing alterations that affect gene products participating in key cellular programs [12]–[14]. Many splicing factors exhibit differential expression between normal and tumor tissues [15], but their functions and targets during cancer development remain elusive.

Aberrant splicing has been implicated in lung tumorigenesis [16]. Indeed, a number of lung cancer-related splicing events have been detected in several genome-wide analyses using splicing sensitive microarray or deep sequencing technologies [17]–[21]. However, our understanding of the functionally important splicing events that contribute to tumorigenesis and the mechanisms that lead to aberrant splicing in lung cancer is very limited.

To search for splicing regulators that control lung-cancer associated splicing changes, we surveyed the expression of 59 known splicing regulators in microarray data collected from Gene Expression Omnibus (GEO) database [22]–[24] and found that the RNA-binding protein Quaking (QKI) is the most frequently down-regulated splicing factor in lung cancer tissues. QKI is a conserved STAR (signal transduction and activation of RNA) family protein that plays an essential role during embryonic and postnatal development [25]. QKI contains a STAR domain, which is composed of a maxi-KH RNA binding domain and two flanking QUA domains (QUA1 and QUA2), several SH3-binding sites, and a tyrosine-rich tail. The *QKI* gene encodes at least three protein isoforms (QKI-5, -6, and -7) that are generated by alternative splicing in mouse and human. QKI-5 isoform is a nucleus-cytoplasm shuttling protein, but found mostly in the nucleus [26]. QKI-6 and -7 isoforms are localized to the cytoplasm exclusively [27]. The expression of QKI proteins is developmentally regulated with high expression in adult lung, brain, heart, and testes [28], [29]. QKI proteins are involved in diverse aspects of RNA metabolism including pre-mRNA splicing [30]–[33], mRNA localization and transport [34], [35], mRNA and miRNA stability [35]–[40], translation [41], [42], and miRNA processing [43]. Based on SELEX and PAR-CLIP analyses, QKI has been shown to specifically bind an ACUAAY (Y = C or U) motif [44]–[46]. Recently, Hall et al showed that QKI-5 enhances *Capzb* exon 9 inclusion through recognizing ACUAA motifs downstream of exon 9 [32]. QKI-6 can also regulate alternative splicing in oligodendrocyte indirectly via controlling the translation or mRNA stability of a well-known splicing regulator, hnRNP A1 [39], [42]. However, the molecular mechanism underlying the direct role of QKI-5 in splicing regulation remains elusive.

In this study, we investigated the role of QKI during lung tumorigenesis. We found that QKI is frequently reduced in non-small cell lung cancer (NSCLC) and that its down-regulation is associated with shortened survival of patients. Through RNA-Seq analysis, we identified QKI as a master regulator of alternative splicing in lung cancer cells. Our results demonstrate that QKI inhibits lung cancer cell growth at least in part through regulating the alternative splicing of the Notch pathway regulator *NUMB*. Moreover, we show that QKI can inhibit splicing by selectively competing with a core splicing factor SF1 for targeting an authentic splicing signal, the branchpoint. Together, our data establish QKI as a critical regulator of splicing in lung cancer and present a new QKI/NUMB/Notch pathway in the regulation of cell proliferation.

## Results

### QKI is a prognostic marker that is frequently down-regulated in NSCLC

To identify splicing factors that control lung cancer-associated splicing changes, we analyzed mRNA expression levels of 59 known splicing factors in microarray data collected from 80 normal and 104 adenocarcinoma patient samples [22]–[24] and found that QKI is one of the splicing factors frequently down-regulated (Figure S1). By surveying public gene expression databases (http://www.oncomine.org), we also observed that the expression levels of *QKI* mRNA are dramatically down-regulated in three major NSCLC subtypes, including adenocarcinomas, squamous cell carcinomas, and large cell carcinomas (Figure 1A). To validate it, we first examined the protein levels of QKI in primary lung cancer samples. In 8 out of 10 paired adenocarcinoma patient tissues, the expression level of QKI-5, the dominant isoform in lung cells, is significantly reduced in tumor tissues, compared to adjacent normal tissues (Figure 1B). We next found that both *QKI-5* mRNA and protein levels are down-regulated in a panel of human lung cancer cell lines, including A549, H1373, H520, and H358, compared with a bronchial epithelial cell, BEAS2B (Figure 1C and D). Importantly, using an online survival analysis tool (http://www.kmplot.com) [47], we found that *QKI* expression positively correlates with the overall survival of patients (Figure 1E). In particular, down-regulation of *QKI* in patients at stage I is significantly associated with a shortened survival rate (Figure 1F). These findings suggest that QKI may serve as an early-stage prognostic marker in the management of NSCLC.

**Figure 1:**
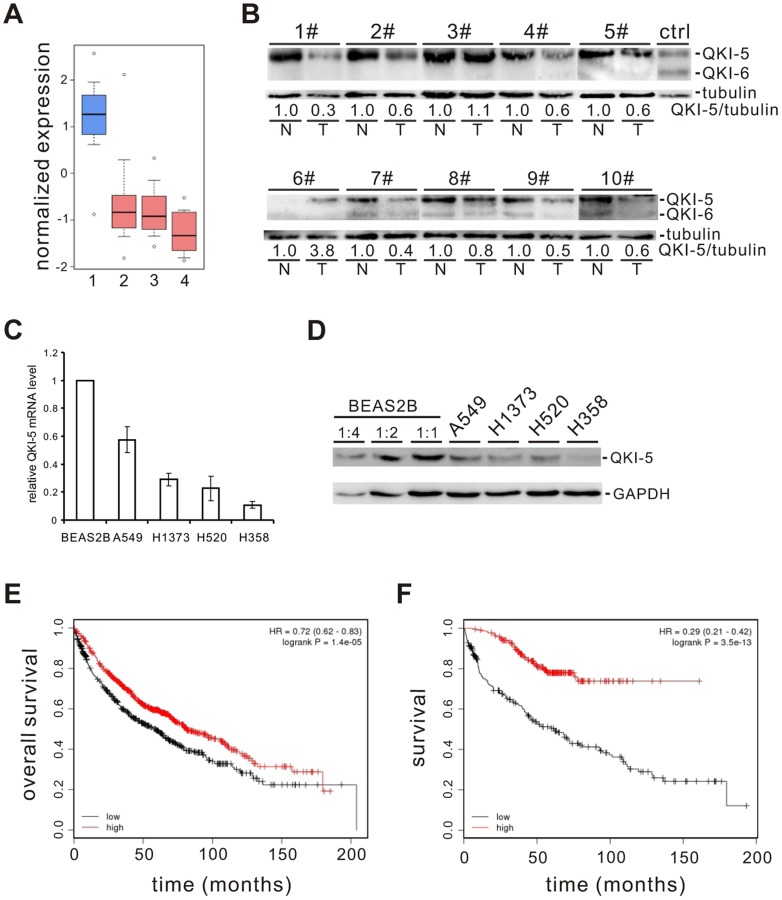
QKI is frequently down-regulated in lung cancer and associated with poorer cancer prognosis. (A) Down-regulation of *QKI* mRNA expression in patient samples of adenocarcinoma (2), squamous cell carcinoma (3), and large cell carcinoma (4) compared with that in the normal lung samples (1). Primary data were taken from the public database of Oncomine (http://www.oncomine.org). (B) Western blot analysis of QKI protein levels normalized to γ-tubulin using an anti-QKI antibody that recognizes all QKI isoforms in 10 paired adenocarcinoma tissues (T) and their adjacent normal tissues (N). HEK 293 cells overexpressing FLAG-tagged QKI-5 and QKI-6 were detected by anti-FLAG antibody indicating the positions of QKI-5 and QKI-6. (C, D) qRT-PCR (C) and Western blot (D) analyses of *QKI-5* mRNA and protein levels in a bronchial epithelial cell line BEAS2B and lung cancer cell lines A549, H1373, H520, and H358. (E, F) Kaplan-Meier survival curves for 1404 patients with NSCLC (E) or for 440 patients with stage I NSCLC (F). Primary data were taken from the Kaplan Meier plotter (http://www.kmplot.com).

### QKI-5 inhibits lung cancer cell proliferation and transformation

To assess the role of QKI-5 in the pathogenesis of lung cancer, we made stable A549 and H520 cell lines overexpressing FLAG-tagged QKI-5 (Figure 2A and Figure S2A). Ectopic expression of QKI-5 in A549 and H520 cells showed a significantly slower proliferation than control cells as determined by the MTT assay (Figure 2B and Figure S2B). Furthermore, by performing anchorage-independent colony formation assay, we observed a dramatic decrease in the colony numbers from A549 and H520 cells overexpressing QKI-5 (Figure 2C and Figure S2C). These data indicate that QKI-5 is capable of inhibiting both cell proliferation and transformation *in vitro*.

**Figure 2:**
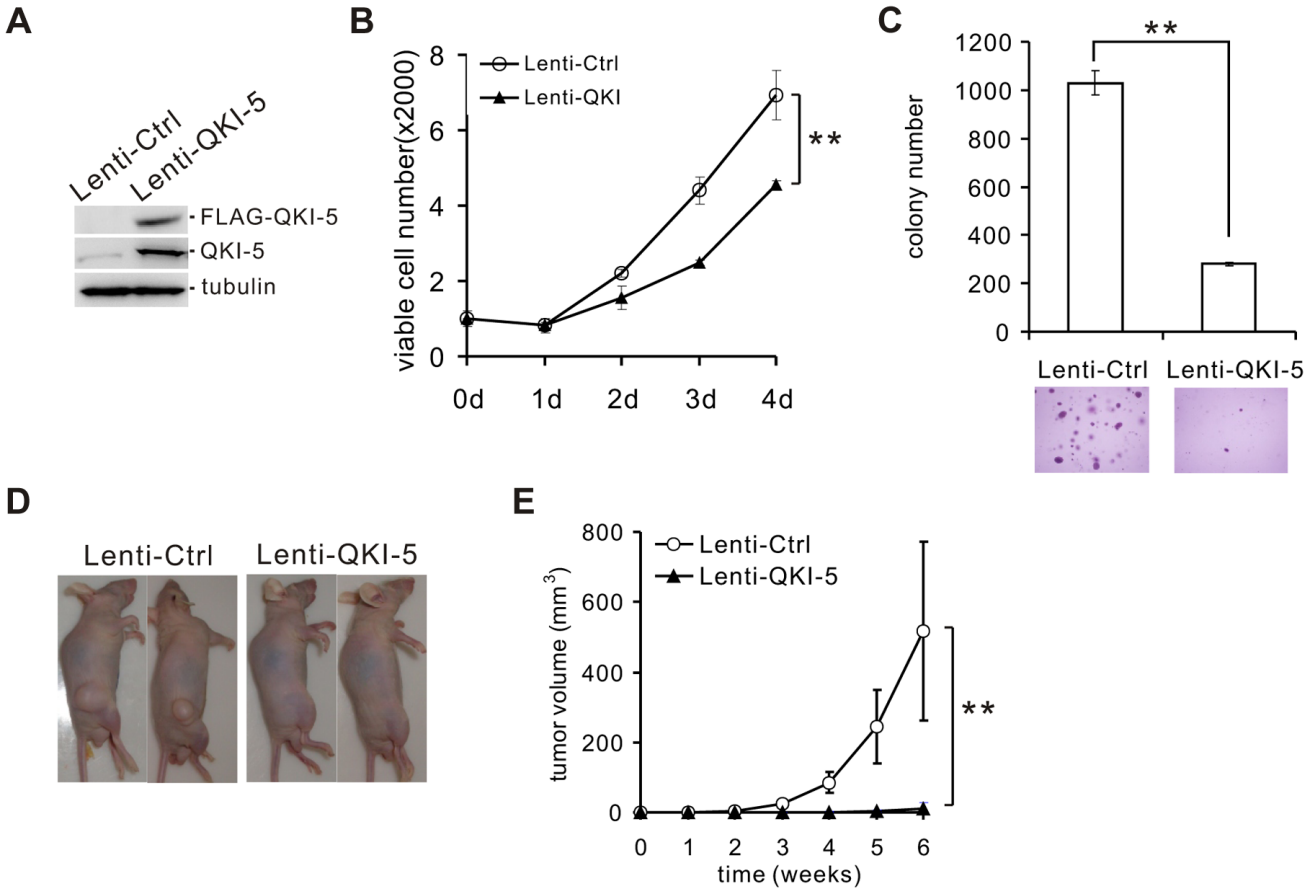
QKI-5 inhibits lung cancer cell proliferation and transformation. (A) Western blot analysis of QKI-5 expression in A549 cells stably transduced with a lentivirus vector (Lenti-Ctrl) or a FLAG-tagged QKI-5 expression construct (Lenti-QKI-5). (B) MTT analysis of cell proliferation in A549 cells described in A (** p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). (C) Upper panel: quantification of colony formation on soft agar of A549 cells described in A (** p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). Lower panels: representation of colonies visualized by microscopy. (D) A549 cells described in A were injected subcutaneously in nude mice. Representative images of treated mice are shown. (E) Tumor volume was measured weekly (** p<0.01, Student's t-test). Error bars represent standard deviations (n = 10).

To determine whether QKI-5 suppresses tumor growth *in vivo*, we injected A549 cells stably expressing FLAG-tagged QKI-5 into nude mice (n = 10, each group). Six weeks after injection, 100% of mice injected with the control A549 cells formed tumors. In contrast, only 30% of mice injected with A549 cells expressing exogenous QKI-5 generated tumors. Additionally, these tumors were much smaller in volume (Figure 2D and E). We conclude that QKI-5 inhibits cancer cell growth *in vitro* and *in vivo*.

### QKI is a key regulator of alternative splicing in lung cancer cells

To understand the molecular basis for QKI function in lung cancer, we performed a genome-wide search for mRNA targets of QKI. To do this, QKI was depleted from BEAS2B cells using retroviruses expressing shRNAs targeting all three QKI isoforms (Figure 3A). 

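BEAS2B is an immortalized line of human bronchial epithelial cells. Its mRNAs were measured in 4 libraries: 2 from control cells, which express an shRNA against luciferase, and 2 from QKI-knockdown cells, which express 1 shRNA against QKI. In both groups the libraries are numbered replicate 1 and replicate 2. Nothing in the sources used here says that the libraries of a group came from separate cultures. The p-values given beside these data therefore measure only the spread between these libraries, which may be technical. In the fits with the replicate number as a block, described below, this is mostly the spread of genes at like mRNA levels. The authors sequenced single-end reads in separate runs at 2 read lengths, and neither the methods nor the labels tie a replicate number to a length. They aligned the reads with Bowtie (version not given in the sources used here), allowing up to 3 mismatches, to hg19 and to all exon-exon junctions of Ensembl protein-coding genes, and left out reads that aligned ambiguously. The deposited values are RPKM, reads divided by the length of the gene and the total of the library, with 1 value per gene and library. The spacing of low RPKM values gave back whole reads for 100% of the values in every library (relative tolerance 1e-11), and with them the totals by which the authors divided: 20052951 and 34706058 reads in the control libraries 1 and 2, and 20571555 and 34862008 in the QKI-knockdown libraries 1 and 2. Each library listed between 15159 and 15587 genes, and a gene missing from a library was given an RPKM of 0.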

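For each gene, mRNA levels were compared as log2(RPKM + 0.5) with limma, over the 11829 genes whose mean RPKM was at least 0.5 over the 4 libraries. Fold changes on this scale understate the change of genes with low RPKM. Separately, and without a test, genes were counted whose mean RPKM differed over 2-fold between the groups, among the 11955 genes with a mean of at least 0.5 in either group. With 1 RPKM value per gene and library, single junctions cannot be told apart in these values. Exon inclusion was therefore computed from the read counts that the paper prints in Table S1, which pool the libraries of each group, as the mean of the 2 inclusion junctions divided by the sum of that mean and the exclusion junction. Such an inclusion has no replicates, and the Wilson intervals given with it are at the 95% level and cover counting error only.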

Total RNAs were then isolated from control- (sh-Luc) or QKI-knockdown (sh-Q3) cells followed by sequencing using an Illumina GAII sequencer. 

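mRNA levels differed more between the replicate numbers than between control- and QKI-knockdown cells. *ACTB*, which encodes beta-actin, was at 2689 RPKM in control library 1 and 2348 RPKM in QKI-knockdown library 1, but at 921 and 1011 RPKM in the libraries numbered 2. *GAPDH*, which encodes an enzyme of glycolysis, was steadier, with an RPKM of 875 ± 155 in control cells and 879 ± 68.1 in QKI-knockdown cells (mean ± SD, n = 2 libraries each). Between the control libraries, 2573 genes differed over 2-fold on the log2(RPKM + 0.5) scale, and 1412 genes did between the QKI-knockdown libraries. Between libraries of the same number, 12 genes differed as much in replicate 1 and 25 genes in replicate 2. The SD of the log2 difference over the tested genes was 0.81 between the control libraries and 0.66 between the QKI-knockdown libraries, against 0.20 and 0.21 between control- and QKI-knockdown libraries of the same number. The difference between replicate 2 and replicate 1 in control cells correlated with that in QKI-knockdown cells across genes (Pearson r = 0.953), which are not independent replicates. The first principal component, with 93.8% of the variance, separated the replicate numbers, and the second, with 4.06%, separated the control- from the QKI-knockdown libraries. The replicate number was therefore treated as a batch, and changes within each number are given beside the pooled ones for QKI and for a part of the other genes named.

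**Figure D1:**
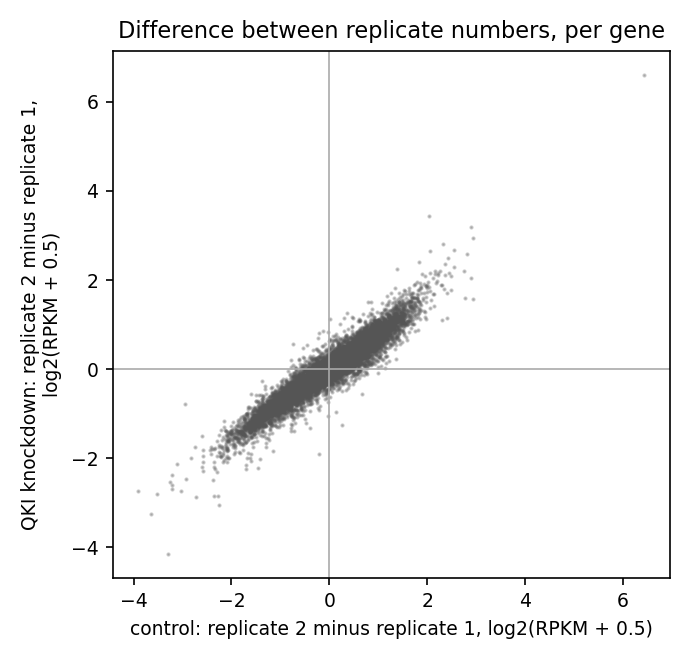
Difference between the libraries of replicate 2 and replicate 1 for each of the 11829 tested genes, on the log2(RPKM + 0.5) scale, in control cells (x axis) and in QKI-knockdown cells (y axis). Each point is a gene; the points lie along the diagonal, with a Pearson r of 0.953.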

In total, 78.4 and 76.5 million reads were generated for control- and QKI-knockdown samples, respectively; and ∼73% of reads were mapped to the human genome (hg19 version) uniquely. 

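QKI mRNA was lower in both QKI-knockdown libraries, at 2.52 and 3.85 RPKM, than in both control libraries, at 8.94 and 14.6 RPKM. The group means were 11.8 ± 4.00 RPKM in control cells and 3.19 ± 0.940 RPKM in QKI-knockdown cells (mean ± SD, n = 2 libraries each). QKI encodes the STAR-family RNA-binding protein that the shRNA targets, and lies on chromosome 6 of hg19 from 163835032 to 163999624. Its log2 fold change was -1.72 (standard error 0.38), and -1.64 and -1.80 within replicate 1 and replicate 2. With limma the adjusted p was 1.00 without a block, and 3.16e-33 with the replicate number as a block.
Counted on group means, 28 genes were over 2-fold higher and 40 genes over 2-fold lower in QKI-knockdown cells. Of these 68 genes, 42 had a mean under 1 RPKM in both groups. *IGF2*, which encodes an insulin-like growth factor, had an RPKM of 6.05 ± 1.30 in control cells and 16.7 ± 6.43 in QKI-knockdown cells (SD, n = 2 each), a log2 fold change of 1.36 that was 1.54 and 1.17 within the replicate numbers. *INS-IGF2*, a readthrough gene on the same stretch of chromosome 11, had a log2 fold change of 1.18. Whether reads are shared between these overlapping genes is not given in the sources used here, so its value may not be separate from that of *IGF2*. *BRSK2*, which encodes a serine/threonine kinase, went from 0.223 ± 0.0914 to 0.983 ± 0.326 RPKM (SD, n = 2 each). *PKP2*, which encodes the desmosomal protein plakophilin 2, went from 1.90 ± 0.534 to 4.12 ± 2.53 RPKM (SD, n = 2 each), with log2 fold changes of 0.48 and 1.21 within the replicate numbers. *FBXO2*, the F-box subunit of a ubiquitin ligase, had a log2 fold change of 0.73, *ADAMTS5*, which encodes a metalloprotease that cleaves aggrecan, one of 0.59 (0.22 and 0.95 within the replicate numbers), and *GOLGA7B* one of 0.62.
Among the genes with lower mRNA, *GABRA3*, which encodes a subunit of the GABA-A receptor, went from 3.15 ± 0.0753 to 1.17 ± 0.163 RPKM (SD, n = 2 each), with log2 fold changes of -1.05 and -1.21 within the replicate numbers. *RGS4*, which encodes a regulator of G-protein signaling, went from 2.13 ± 0.0995 to 0.892 ± 0.132 RPKM (SD, n = 2 each). *IGFN1*, which encodes a protein with immunoglobulin-like and fibronectin domains, *PCDH7*, a protocadherin gene, and *SLITRK5*, which encodes a transmembrane protein of neurons, had log2 fold changes of -0.95, -0.89 and -0.84. *HIST1H4B*, *HIST1H4C* and *HIST1H2BL*, which encode replication-dependent histones, had log2 fold changes of -1.24, -1.20 and -1.11. Within replicate 1 and replicate 2 they were -0.40 and -2.08 for *HIST1H4B*, -0.78 and -1.61 for *HIST1H4C*, and -1.15 and -1.08 for *HIST1H2BL*.
Without a block, limma called 0 of the 11829 tested genes at an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 4 higher and 9 lower genes, and voom on the recovered reads also called 0. With the replicate number as a block, limma called 58 genes higher and 43 lower, with median centring too 48 higher and 66 lower, and voom with the block 69 higher and 68 lower. QKI and all genes named above as higher or lower were called by limma with the block, with adjusted p of 2.15e-23 for *IGF2*, 1.40e-10 for *GABRA3* and, as the largest, 0.0438 for *ADAMTS5*. With the block and median centring *ADAMTS5* was not called (limma adjusted p = 0.0695). The standard error with the block was 0.160 for *HIST1H4B* and 0.166 for *HIST1H2BL*, although only *HIST1H4B* changed very differently within the replicate numbers. It followed the mRNA level rather than a gene's own libraries. The adjusted p with the block therefore measure the typical spread of genes at that level. Of the 68 genes counted on group means, 32 were called with the block. Over 2-fold differences within both replicate numbers were found for 32 of the 68.

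**Figure D2:**
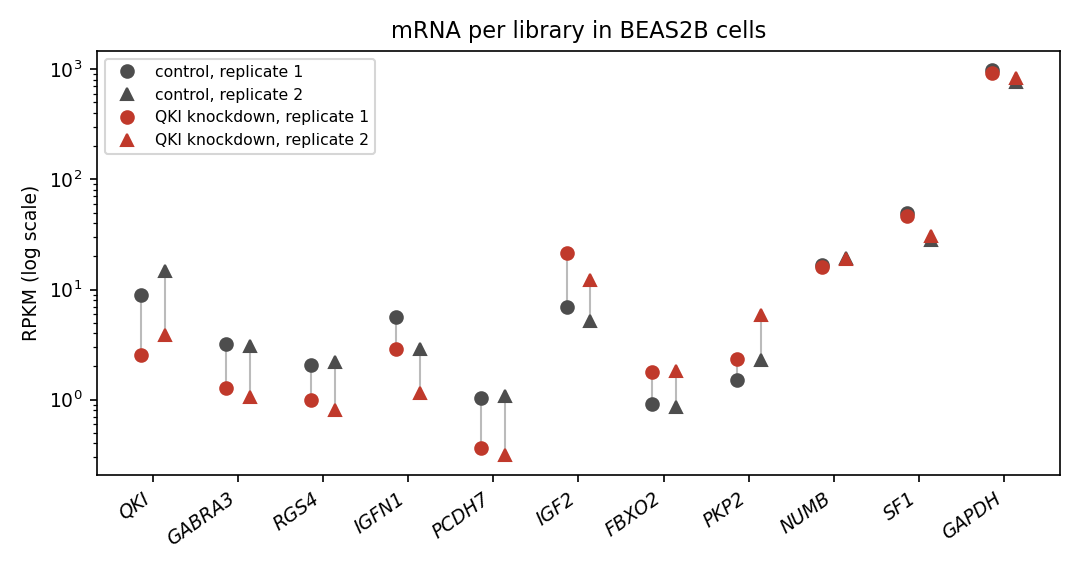
RPKM per library (y axis, log scale) for genes named in the text (x axis), with control libraries and QKI-knockdown libraries in different colors and replicate 1 and replicate 2 as circles and triangles. QKI lies between 8.94 and 14.6 RPKM in the control libraries and between 2.52 and 3.85 RPKM after knockdown.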

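Of the gene groups listed before the data were examined, the replication-dependent histones held the largest number of over 2-fold lower mRNAs. Among the 32 histone genes with a mean of at least 0.5 RPKM in either group, 11 were over 2-fold lower and 0 were higher. The median log2 fold change of the 24 tested histone genes was -0.25, with 20 below 0. This was the lowest of the lists in camera of limma (adjusted p = 2.09e-23 with the preset correlation and adjusted p = 0.408 with an estimated correlation). Histone reads were few: *HIST1H4B* had 14 and 20 reads in the control libraries and 10 and 0 in the QKI-knockdown libraries. Their median was -0.12 within replicate 1 and -0.48 within replicate 2. With the replicate block 6 histone genes were lower, and 9 when adjusted over the list alone. Voom of limma with the block called 3 of these 6, but not *HIST1H2BO* (adjusted p = 0.0828), *HIST1H3B* (adjusted p = 0.0732) and *HIST1H2BG* (adjusted p = 0.214), genes chosen after their values were seen.
Mesenchymal genes had a median log2 fold change of -0.17 over 14 tested members, 11 of them below 0 (camera adjusted p = 3.87e-04; adjusted p = 0.795 with an estimated correlation). *TWIST1*, which encodes a transcription factor of the mesenchymal state, and *ACTA2*, which encodes smooth muscle actin, each had a log2 fold change of -0.42, which for *ACTA2* was -0.09 and -0.75 within the replicate numbers. Ribosomal protein genes had a median of 0.12 over 81 members, 76 of them above 0 (camera adjusted p = 0.00917; adjusted p = 0.981 with an estimated correlation), led by *RPL9* at 0.29 and *RPL27A* at 0.27. Without an expression limit, neither the mesenchymal nor the ribosomal list passed camera (adjusted p = 0.156 for each). Epithelial junction and identity genes had a median of 0.12 over 16 members (camera adjusted p = 0.213, and 0.0192 with the replicate block), and genes of cholesterol synthesis and uptake, such as *CYP51A1* at -0.28 and *INSIG1* at -0.25, a median of -0.04 over 24 members (camera adjusted p = 0.0781, 0.0396 with a limit of 1 RPKM, and 0.0192 with the replicate block). With an estimated correlation and the block both had an adjusted p of 0.965.
With all 4 libraries and the limit of 0.5 RPKM, no other list passed camera without a block. Leaving out 1 library, which unbalances the replicate numbers between the groups, shifted the lists. Without control replicate 1, for example, the median log2 fold change was -0.46 for interferon response genes. It was then -0.58 for NF-kB and inflammatory genes and 0.42 for the branchpoint factors. With all 4 libraries, the median log2 fold change was 0.07 for 25 Notch pathway components and 0.01 for 60 splicing regulators. It was 0.06 for 18 factors of the branchpoint and 3' splice site, 0.04 for 36 proliferation genes, -0.01 for 32 interferon response genes and 0.02 for 21 NF-kB and inflammatory genes. It was 0.03 for 34 extracellular matrix genes, 0.01 for 21 genes of the unfolded protein response, 0.04 for 22 hypoxia and glycolysis genes and 0.06 for 20 p53 target genes. *SF1*, which encodes the branchpoint-binding protein, was at 38.8 RPKM in control cells and 38.7 RPKM in QKI-knockdown cells. The Notch receptor gene *NOTCH1* had a log2 fold change of 0.27 (0.10 and 0.44 within the replicate numbers), the Notch ligand gene *JAG2* one of 0.43 (0.10 and 0.75 within the replicate numbers), *CCNE1*, which encodes cyclin E1, one of 0.47, and *IFI27*, an interferon-induced gene, one of -0.58 (-1.04 and -0.11 within the replicate numbers), and none of these passed limma's test over all genes without a block or with the block alone. With the block and median centring *IFI27* was called (limma adjusted p = 0.0266), and voom with the block did not call it (adjusted p = 0.580). Markers of other cell types were scarce: 3 leukocyte, 0 endothelial, 3 fibroblast, 3 basal and 1 ciliated or secretory marker reached 0.5 RPKM in either group, and no mitochondrially encoded gene was listed.
By limma without a block, with all 4 libraries and the limit of 0.5 RPKM, 0 members of any list were called, also when adjusted over the list alone; without an expression limit 2 histone genes were lower when adjusted over the list alone. With the block, the further calls in these lists were *PKP2* of the epithelial list over all genes and, adjusted over the list alone, also 1 mesenchymal, 1 proliferation, 1 interferon response and 1 unfolded protein response gene. With the block and median centring, 5 mesenchymal genes and 0 proliferation genes were called when adjusted over the list alone. Without control replicate 1 the mesenchymal median was 0.24, and without control replicate 2 the ribosomal median was -0.15, so both directions rest on comparing libraries of the same number.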

Using this method, we identified 213 genes whose mRNAs exhibited an over 2-fold change in abundance after QKI knockdown (RPKM> = 0.5). We also detected 799 events of splicing changes in 629 genes (Benjamini-Hochberg adjusted *P*-value<0.05, Figure 3B and Table S1). Among them, only 3 alternatively spliced genes had an over 2-fold change in the mRNA level, suggesting that the mRNA abundance and alternative splicing of most QKI targets are not co-regulated. 

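Depletion of QKI moved cassette exons in both directions, some of them almost completely. In *ADD3*, which encodes the membrane skeleton protein gamma-adducin, inclusion of a 96-nt exon went from 8.53% in control cells (4.30 to 18.7%) to 93.5% in QKI-knockdown cells (85.7 to 97.2%). In *NIN*, which encodes the centrosomal protein ninein, inclusion of a 2139-nt exon went from 87.8% (74.5 to 94.7%) to 9.09% (3.59 to 21.2%). Inclusion of a 129-nt exon of *LPHN2*, an adhesion receptor gene, went from 0% (0 to 8.03%) to 74.7% (61.2 to 85.1%). Of the 451 cassette exon events in Table S1, inclusion after knockdown was lower in 242, which are QKI-activated, higher in 206, which are QKI-repressed. The other 3, in *AKAP13*, *CSNK1G3* and *POT1*, had at most 1 junction read in either group and no direction. The median inclusion went from 87.6% to 48.1% for activated exons and from 45.3% to 84.4% for repressed exons. The median size of the change was 18.1 percentage points, and 48 events changed by at least 50 points.
*FN1*, which encodes fibronectin, had the event with the smallest p: its 273-nt exon on chromosome 2 from 216257654 to 216257926 went from 23.1% (20.3 to 26.2%) to 55.2% inclusion (51.8 to 58.6%; two-sided Fisher's exact test recomputed from the printed counts, p = 6.47e-82). A further *FN1* exon, of 270 nt, went from 80.3% to 96.1%. *RPS24*, which encodes a ribosomal protein, had a 22-nt exon that went from 19.2% to 3.45%, and *NASP*, which encodes a histone chaperone, a 1017-nt exon that went from 7.08% to 1.54%. In *ESYT2*, which encodes an extended synaptotagmin, a 63-nt exon went from 5.88% to 52.6%, and in *SPTAN1*, which encodes alpha-spectrin, a 60-nt exon went from 39.7% to 78.8%. Among the genes of Figure 3C, inclusion was lower after knockdown in *CLSTN1* (97.6% to 55.8% for a 57-nt exon and 20.0% to 2.92% for a 30-nt exon), *MYO18A* (53.3% to 8.41%), *NFYA*, which encodes a subunit of a CCAAT-binding transcription factor (66.7% to 10.5%), and the lipoprotein receptor gene *VLDLR* (60.0% to 12.5%). It was higher in *CENPE*, which encodes a kinetochore motor protein (30.0% to 84.6%), *EHBP1* (37.8% to 90.2%), and the kinase gene *TNIK* (25.0% to 80.6%). The exon of *CSNK1G3* is also in that figure, but its inclusion could not be computed from 0 junction reads. In *EXOC1*, which encodes a subunit of the exocyst, inclusion went from 4.35% to 68.4%.
The median event had 70 junction reads in control cells and 73 in QKI-knockdown cells. Counted on junction reads alone, 384 of the 451 cassette exon events had an unadjusted p under 0.05 in Fisher's exact test. Besides the cassette exons, Table S1 holds 90 retained introns, 75 alternative 5' splice sites, 100 alternative 3' splice sites, 40 alternative first exons, 39 alternative last exons and 4 pairs of mutually exclusive exons.

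**Figure D3:**
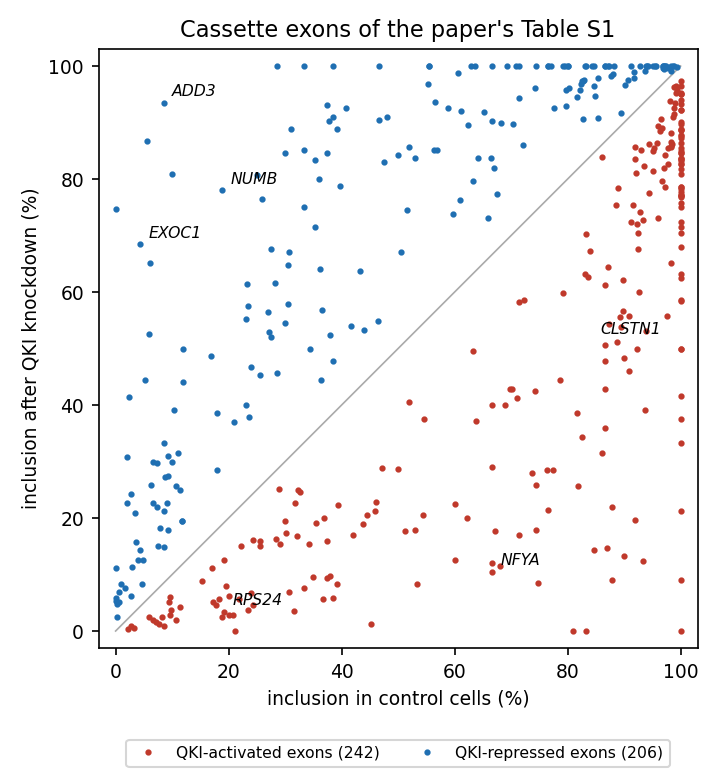
Inclusion of each cassette exon of Table S1 in control cells (x axis, percent) and after QKI knockdown (y axis, percent), computed from the junction reads that the table prints. QKI-activated exons (242) lie below the diagonal and QKI-repressed exons (206) above it.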

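Of the 629 genes with a splicing change, 2 differed over 2-fold in mean RPKM, and in both the mRNA was lower after knockdown: QKI itself and *C14orf149*. *C14orf149*, on chromosome 14 from 59927081 to 59951126, went from 4.35 ± 2.23 RPKM in control cells to 2.07 ± 0.955 RPKM in QKI-knockdown cells (SD, n = 2 libraries each), with log2 fold changes of -0.99 and -0.79 within the replicate numbers (limma adjusted p = 9.71e-07 with the replicate block). The 2 genes are 0.318% of the spliced genes, against 66 of 11326 other genes, or 0.583% (two-sided Fisher's exact test, p = 0.585). The result of this test depends on how the genes are counted: without an expression limit the spliced genes were fewer than the others (p = 6.28e-16, Fisher's exact test), where most of the changed genes are below 0.5 RPKM in both groups, and in at least one same-numbered pair of libraries, a count chosen after seeing the data, they were 3 of 629 against 217 of 11580 (p = 0.00525, Fisher's exact test). In the count on group means, random lists matched on mean expression held a median of 0 such genes. The range over the middle 95% of 10000 lists was 0 to 2. Without an expression limit the matched lists gave the same median and range, and in at least one pair a median of 1 and a range of 0 to 4. The spliced genes, at 2 and 3, were within these ranges. As the ranges start at 0, no count could lie below them, so they alone cannot show whether spliced genes were fewer. Most matched lists held fewer such genes, 92.7% of them in the count on group means and 88.7% in at least one pair. Among the spliced genes counted is QKI, which the shRNA itself targets.
Among genes with large changes in inclusion, mean mRNA levels in control- and QKI-knockdown cells were 6.29 and 6.05 RPKM for *EXOC1*, 10.4 and 9.90 RPKM for *MYO18A*, 17.1 and 13.4 RPKM for *CENPE*, and 6.19 and 7.74 RPKM for *VLDLR*. The log2 fold changes within replicate 1 and replicate 2 were 0.17 and -0.67 for *CENPE*, and 0.14 and 0.49 for *VLDLR*. *ADD3* had a mean of 14.7 RPKM in both groups, with log2 fold changes of 0.26 and -0.12 within the replicate numbers. None of these genes was called by limma with the replicate block. Over the spliced genes the median size of the log2 fold change was 0.07, against 0.08 for the other tested genes; it lay at percentile 3.01 of random lists matched on expression, and at percentile 8.25 with median centring. Within replicate 1 alone it lay at percentile 72.7 and within replicate 2 alone at percentile 71.5, so the spliced genes do not stand below matched genes there. Across 387 genes, which are not independent replicates, the size of the largest change in inclusion and the size of the log2 fold change had a Spearman rho of 0.10 (two-sided permutation test, p = 0.0547), with rho of 0.08 within replicate 1 and 0.10 within replicate 2. The correlation passed 0.05 with a pseudocount of 0.1 and with quantile normalization (permutation p = 0.0275 and 0.0279). It did not with exon reads added (permutation p = 0.312). Without 1 library, rho had the opposite sign, at -0.101 to -0.0752.
With the replicate block, limma called 8 of the 629 spliced genes, which is 1.27%, against 0.830% of the other genes (two-sided Fisher's exact test, p = 0.258). Besides QKI and *C14orf149* they are 6 genes chosen here after their values were seen. Of these, the receptor kinase inhibitor gene *ERRFI1*, *CCDC88A*, and *FKBP7*, which encodes a prolyl isomerase, had log2 fold changes of -0.45, -0.55 and -0.63. Within replicate 1 and replicate 2 these were -0.17 and -0.93 for *CCDC88A*, and -0.30 and -0.96 for *FKBP7*. The ephrin gene *EFNA1*, *WASF3*, which encodes a regulator of actin, and the phospholipase C gene *PLCB4* had log2 fold changes of 0.52, 0.57 and 0.78. The spliced genes were chosen by the study on these samples, so their count is no independent evidence. From the few spliced genes with an over 2-fold change, the paper proposes that splicing and mRNA abundance are not regulated together for most QKI targets.

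**Figure D4:**
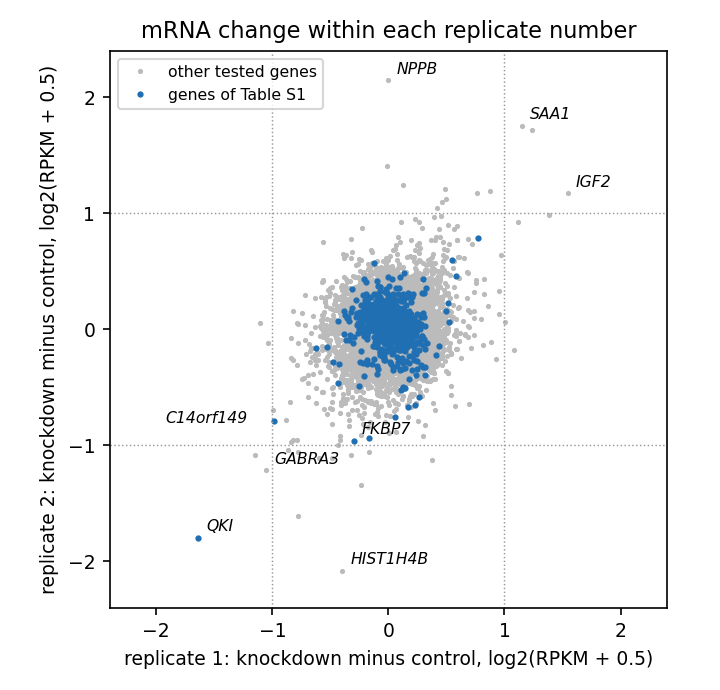
Log2 fold change of each tested gene, knockdown minus control on the log2(RPKM + 0.5) scale, within replicate 1 (x axis) and within replicate 2 (y axis). Genes of Table S1 are colored and other tested genes are gray; QKI lies at -1.64 and -1.80.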

To validate the RNA-Seq data, we performed semi-quantitative RT-PCR analyses for a subset of cassette exon-type splicing events. Among the 90 tested cassette exon events, 81 events (90%) displayed changes in splicing upon QKI depletion in BEAS2B cells, confirming our RNA-Seq results (Table S2). As representatives, we show 10 validated targets for which QKI functions either as a splicing activator or as a splicing repressor (Figure 3C).

**Figure 3:**
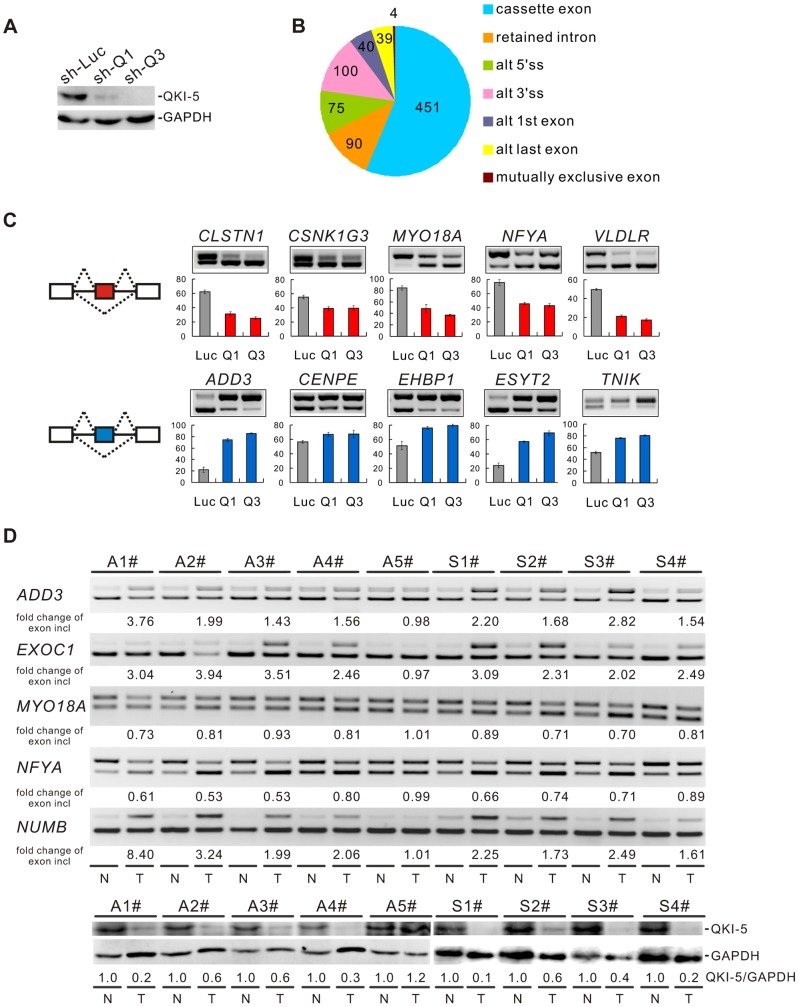
QKI regulates cancer-associated splicing changes. (A) Western blot analysis of QKI-5 expression in BEAS2B cells stably expressing control (sh-Luc) and two QKI shRNAs (sh-Q1 and sh-Q3). (B) RNA-Seq analysis detected 799 events with alternative splicing changes after QKI was knocked down (Benjamini-Hochberg adjusted *P*-value<0.05). (C) RT-PCR analysis of the splicing patterns of QKI targets in control- and QKI-knockdown BEAS2B cells. The average percentages of exon inclusion with standard deviations are shown below (n = 3). (D) Down-regulation of QKI in NSCLC causes cancer-associated splicing events. Fold changes of exon inclusion in tumor tissue normalized to that in normal tissue are shown below the representative RT-PCR analyses. A1–A5: adenocarcinoma patient samples. S1–S4: squamous cell carcinoma patient samples. Among the 9 paired samples, the expression levels of QKI-5 protein normalized to GAPDH are down-regulated in all paired samples except A5 patient samples as determined by Western blotting. T: tumor tissue; N: adjacent normal tissue.

As described above, we have found that QKI is down-regulated in NSCLC, which correlates with a poorer prognosis. To investigate the significance of QKI-mediated splicing regulation in cancer, we examined approximately 40 splicing events from Table S2 in tumor tissues in comparison with matching normal tissues from the same patients. RT-PCR analyses detected at least 25 alternative splicing events that underwent changes in the same direction as shown in BEAS2B cells upon QKI knockdown (Table S3). For example, the splicing patterns of *ADD3*, *EXOC1*, *MYO18A*, *NFYA*, and *NUMB* were changed in 4 pairs of adenocarcinoma (A1-4#) and 4 pairs of squamous cell carcinoma tissues (S1-4#), in which the expression levels of QKI are significantly reduced in tumor tissues compared to the adjacent normal tissues. However, the splicing patterns of these genes were not changed in 1 pair of adenocarcinoma tissues (A5#) in which comparable amount of QKI was detected between tumor and normal tissues (Figure 3D). These results suggest that down-regulation of QKI in NSCLC causes cancer-related splicing events.

### QKI suppresses the Notch pathway through regulating the alternative splicing of *NUMB*

NUMB is an evolutionarily conserved signaling adaptor protein that plays a critical role in cell fate determination and functions as a negative regulator of the Notch signaling pathway [48]–[50]. The human *NUMB* gene generates four isoforms (p65, p66, p71, and p72) that result from the alternative splicing of two variable exons [51]. Exon 6 encodes 11 amino acids within the phosphotyrosine binding (PTB) domain, while exon 12 encodes 48 amino acids within the C-terminal proline-rich region (PRR). Interestingly, we found that *NUMB* is a target of QKI. 

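*NUMB* exon 12 was included more after QKI knockdown, while the level of *NUMB* mRNA stayed similar. From the junction reads that Table S1 prints, inclusion was 18.8% in control cells (95% Wilson interval 8.35 to 33.5%, 41 junction reads) and 78.1% in QKI-knockdown cells (61.9 to 88.3%, 65 junction reads). The paper's p for this event is 1.46e-09, and a two-sided Fisher's exact test on its junction reads alone gave p = 3.78e-09. *NUMB* mRNA was at 18.1 ± 1.90 RPKM in control cells and 17.5 ± 2.10 RPKM in QKI-knockdown cells (SD, n = 2 libraries each), with a log2 fold change of -0.05 (standard error 0.26; limma adjusted p = 0.999 with the replicate block), and -0.06 and -0.03 within the replicate numbers. *NUMB* encodes an endocytic adaptor that inhibits Notch signaling, and lies on the minus strand of chromosome 14 of hg19.
Exon 12 spans positions 73745989 to 73746132 and is 144 nt long, a multiple of 3, between introns of 2934 nt upstream and 1987 nt downstream. Of the elements that the paper studies at its 3' splice site, AUUAAC starts 35 nt upstream of the exon, at positions 73746162 to 73746167, and CUAAU forms the first 5 nt of the exon, at positions 73746128 to 73746132. The last 60 nt of the intron read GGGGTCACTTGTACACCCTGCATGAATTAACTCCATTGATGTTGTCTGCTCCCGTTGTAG and the first 20 nt of the exon CTAATGGCACTGACTCAGCC in the reference. Within 400 nt on either side of the exon, and in the exon itself, the reference holds no ACUAAY.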

Knockdown of QKI in BEAS2B cells stimulated exon 12 inclusion, and re-introduction of QKI-5 in QKI-depleted cells repressed exon 12 inclusion (Figure 4A and B). In contrast, QKI-5 did not regulate the splicing of exon 6 in *NUMB* (Figure S3).

**Figure 4:**
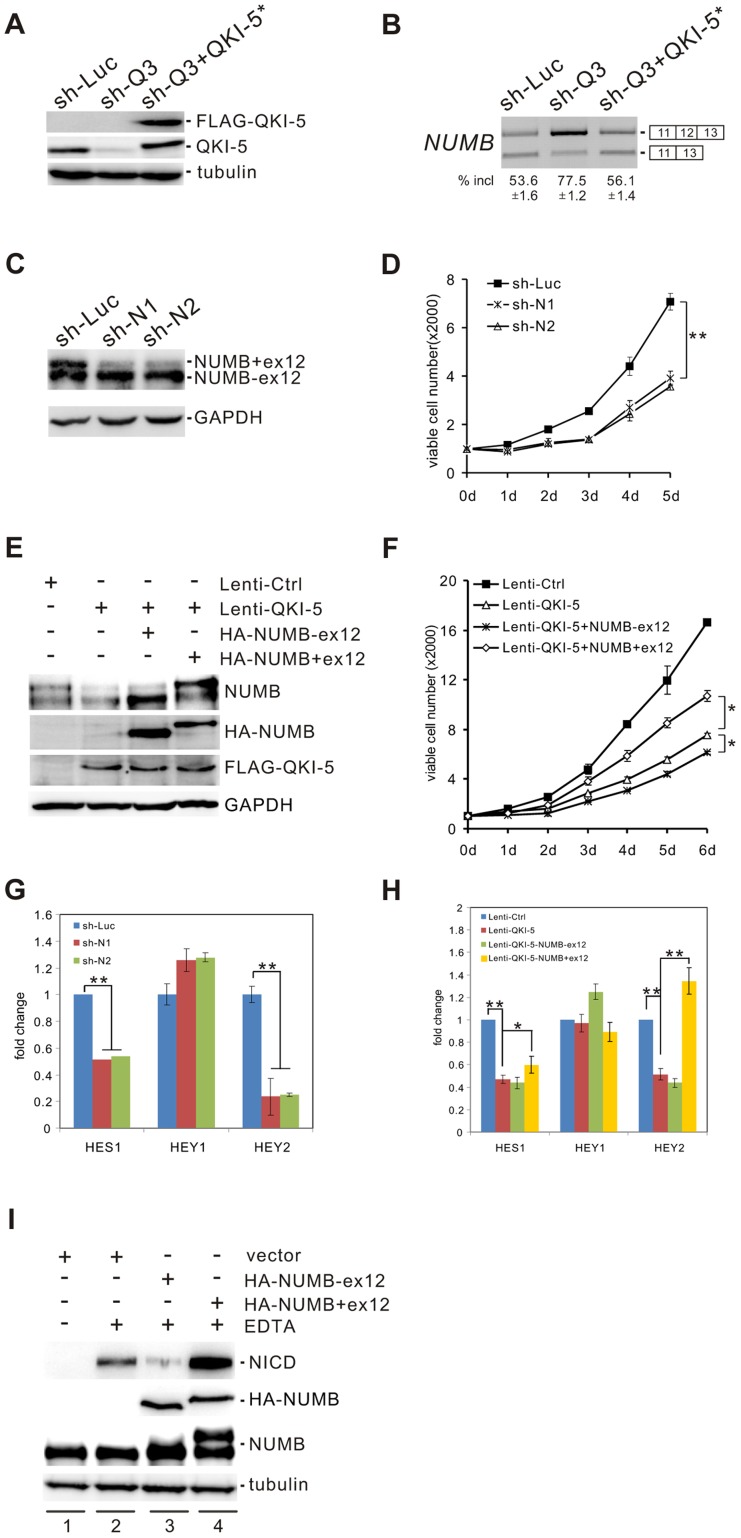
QKI-5 regulates *NUMB* splicing and the Notch signaling pathway. (A) Western blot analysis of QKI-5 expression in BEAS2B cells stably transduced with retroviruses expressing control shRNA (sh-Luc), QKI shRNA (sh-Q3) or QKI shRNA together with a QKI-resistant construct (sh-Q3+QKI-5*). (B) RT-PCR analysis of the splicing patterns of *NUMB* in BEAS2B cells described in A. The average percentages of exon inclusion with standard deviations are shown below (n = 3). (C) Western blot analysis of NUMB expression in A549 cells stably transduced with retroviruses expressing control shRNA (sh-Luc) and two shRNAs (sh-N1 and sh-N2) specifically target the exon 12 of *NUMB*. (D) MTT analysis of cell proliferation in A549 cells described in C (** p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). (E) The two *NUMB* isoforms were transfected into A549 cells stably expressing QKI-5. The expression of NUMB and QKI-5 was determined by Western blotting. (F) MTT analysis of cell proliferation in A549 cells described in E (* p<0.05, Student's t-test). Error bars represent standard deviations (n = 3). (G) Real-time qRT-PCR analysis of the expression of Notch targets, *HES1*, *HEY1*, and *HEY2* in A549 cells described in C (** p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). (H) Real-time qRT-PCR analysis of the expression of Notch targets, *HES1*, *HEY1*, and *HEY2* in A549 cells described in E (* p<0.05, ** p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). (I) C2C12 cells were transiently transfected with a vector (lanes 1, 2) or HA-tagged NUMB expression constructs (lanes 3, 4) in the absence (lane 1) or the presence (lanes 2–4) of EDTA treatment. The expression levels of NICD and NUMB were detected by Western blotting.

To investigate the significance of QKI regulation on *NUMB* alternative splicing, we designed two shRNAs (sh-N1 and sh-N2) targeting different regions of *NUMB* exon 12. Knockdown of the exon 12-containing isoforms of NUMB in A549 cells significantly decreased cell proliferation (Figure 4C and D). Furthermore, introduction of a NUMB isoform containing exon 6 and exon 12 (p72) into A549 cells ectopically expressing QKI-5 partially abrogated the anti-proliferation activity of QKI-5. In contrast, expression of a NUMB isoform with exon 6 but without exon 12 (p66) augmented the inhibitory effect of QKI-5 on cell proliferation (Figure 4E and F). Thus, our data strongly suggest that QKI-5 suppresses cell proliferation, at least in part, through controlling the alternative splicing of *NUMB*.

To determine whether alternative splicing of *NUMB* regulates the Notch pathway, we examined the expression of the Notch targets, *HES1*, *Hey1*, and *Hey2*, by RT-qPCR analysis after isoform-specific knockdown of NUMB in A549 cells. Removal of the NUMB isoforms containing exon 12 resulted in a 2- and 5-fold decrease of *HES1* and *Hey2* mRNA levels, respectively. However, the same treatment had little effect on *Hey1* expression (Figure 4G). We next tested whether QKI also regulates the expression of these Notch targets through changing the splicing pattern of *NUMB*. Overexpression of QKI-5 in A549 cells inhibited *HES1* and *Hey2* expression, but did not affect *Hey1* expression. Importantly, re-expression of the *NUMB* isoform p72 in QKI-5-overexpressing cells fully rescued *Hey2* expression, while it slightly increased *HES1* expression (Figure 4H). In contrast, introduction of the *NUMB* isoform p66 in QKI-5-overexpressing cells did not increase, but slightly decreased the expression of *HES1* and *Hey2*. Together, these results indicate that QKI represses the expression of Notch targets through inhibiting the inclusion of *NUMB* exon 12.

To understand how the alternative splicing of *NUMB* regulates the Notch pathway, we investigated the ability of the two NUMB isoforms p72 and p66 to activate the Notch receptor in C2C12 cells, which express endogenous Notch1 receptor at a relatively high level. To do this, the released intracellular fragment of Notch (NICD) was detected after transiently transfecting C2C12 cells with the NUMB isoforms followed by EDTA treatment. As previously reported, production of the active form of Notch receptor (NICD) was stimulated in C2C12 upon EDTA treatment [52] (Figure 4I, lanes 1 and 2). Remarkably, NICD was not detected when the NUMB isoform p66 was overexpressed in C2C12 cells. In contrast, overexpression of the NUMB isoform p72 enhanced NICD release (Figure 4I, lanes 3 and 4). These data indicate that the two isoforms of NUMB have opposite effects on the Notch signaling activation, i.e. the NUMB isoform without exon 12 inhibits NICD activation, whereas the NUMB isoform carrying exon 12 promotes NICD activation. Taken together, our data demonstrate that QKI-5 suppresses the activation of the Notch pathway through regulating the alternative splicing of *NUMB*.

### QKI-5 inhibits the inclusion of *NUMB* exon 12 by recognizing two QKI binding sites located upstream of and within exon 12

To understand how QKI regulates *NUMB* exon 12 splicing, we first checked whether QKI is associated with *NUMB* pre-mRNA *in vivo* by performing RNA immunoprecipitation (RIP) assay. Our data showed that QKI antibody specifically immunoprecipitated *NUMB* pre-mRNA but not the *β-actin* mRNA (Figure 5A). Next, we analyzed carefully the pre-mRNA sequence of *NUMB*. In the regions surrounding the 3′ splice site of intron 12, we found two QKI binding sites (AUUAAC and CUAAU), which are similar to the previously defined QKI binding consensus ACUAAY (Y = C or U) [44]–[46]. We made minigene constructs containing exons 11, 12, and 13 together with two shortened introns flanking exon 12. The second site or both sites were mutated to generate mut1 and mut2 constructs (Figure 5B). We then assayed the QKI binding affinities of the wildtype and mutant RNAs containing the last 56 nt of intron 12 and the first 25 nt of exon 12 sequences by a gel shift assay. The binding affinity of wildtype RNA to QKI is comparable to that of a control RNA, which carries a bipartite QKI consensus sequence determined previously using the SELEX method [45]. Compared with wildtype RNA, mut1 RNA exhibited reduced QKI-5 binding, while mut2 RNA lost QKI-5 binding completely (Figure 5C). This result indicates that both sites bind QKI-5. To determine whether QKI-5 inhibits exon 12 splicing through recognizing these two elements, we transfected *NUMB* minigene constructs together with a vector or a QKI-5 expression construct into HEK 293 cells. Overexpression of QKI-5 significantly inhibited exon 12 inclusion of the wildtype minigene (Figure 5D, lanes1 and 2). Mutation of the second site within exon 12 (mut1) increased exon 12 inclusion, indicating that the second site acts a silencing element for exon 12 inclusion. Ectopically expressed QKI-5 was still able to repress exon 12 inclusion, although the repression effect was less than that on the wildtype minigene (Figure 5D, lanes 3 and 4). This is not surprising, because QKI still binds but less efficiently to mut1 RNA compared to the wildtype RNA (Figure 5C). Mutation of the two sites resulted in a decrease of exon 12 inclusion (Figure 5D, lane 5). This is probably due to reduced binding of SF1 to mut2 pre-mRNA (Figure 5E, lanes 7–9). Interestingly, overexpression of QKI-5 had little effect on exon 12 inclusion of mut2 minigene (Figure 5D, lane 6). These data indicate that QKI inhibits *NUMB* exon 12 inclusion by recognizing two QKI binding sequences flanking the 3′ splice site of intron 12.

**Figure 5:**
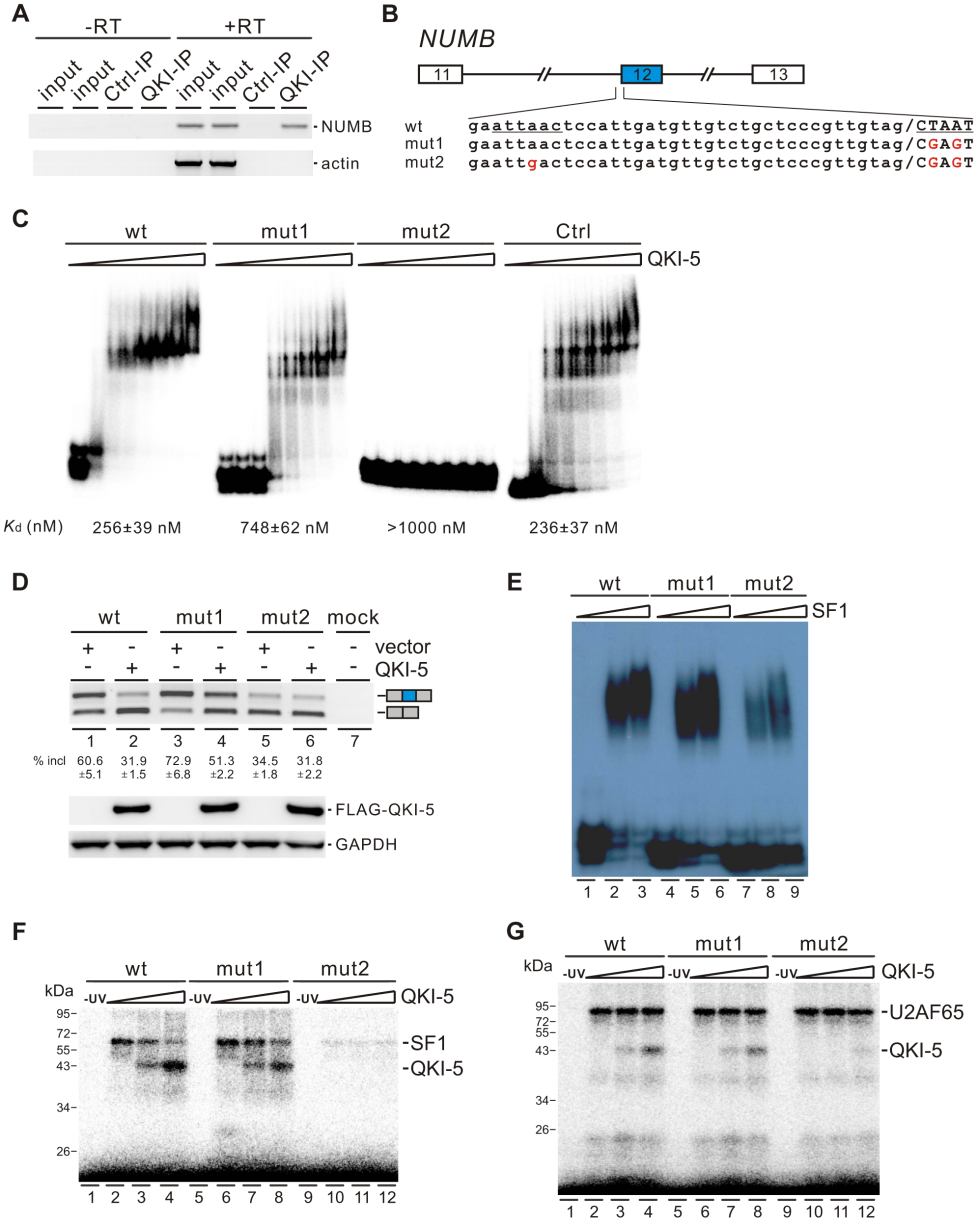
QKI-5 inhibits the inclusion of *NUMB* exon 12 by recognizing two binding sites flanking the 3′ splice site of intron 12. (A) *NUMB* pre-mRNA is associated with QKI *in vivo*. DNA fragments amplified from *NUMB* pre-mRNA and *β-actin* mRNA immunoprecipitated with a control mouse IgG or a QKI antibody were detected by RT-PCR analysis. Minus RT reactions were performed to exclude the possibility of DNA contamination. (B) Schematic representation of NUMB wildtype and mutant constructs. Intron sequences are in small, exon sequences in capital, and slashes indicate exon/intron junctions. (C) Gel shift analysis of QKI-5 binding to *NUMB* pre-mRNAs. ^32^P-labeled short RNAs containing the last 56 nt of intron 12 and the first 25 nt of exon 12 were incubated with increasing concentrations (0, 130, 260, 390, 520, 780, 1040, and 2080 nM) of recombinant His-tagged QKI-5. A control RNA carrying a bipartite QKI consensus sequence defined previously by SELEX [45] served as a positive control. RNA-protein complexes were fractionated on a 5% native polyacrylamide gel. (D) RT-PCR analysis of the splicing patterns of wildtype and mutant minigene constructs transfected into HEK 293 cells together with a vector or a QKI-5 expression construct. The average percentages of exon inclusion with standard deviations are shown below (n = 3). As a control, no DNA was transfected (mock). The positions of splicing products are shown on the right. (E) Gel shift analysis of SF1 binding to *NUMB* pre-mRNAs. ^32^P-labeled RNAs as described in B were incubated with 0, 5, and 10-fold molar excess of recombinant GST-tagged SF1 (aa 1–361). RNA-protein complexes were fractionated on a 5% native polyacrylamide gel. (F, G) UV crosslink analyses of QKI-5, SF1 or U2AF65 binding to *NUMB* pre-mRNAs. ^32^P-labeled RNAs as described in B were UV-crosslinked in the presence of 5-fold molar excess of recombinant GST-tagged SF1 (aa 1–361) (F) or 10-fold molar excess of recombinant GST-tagged U2AF65 (G) supplemented with 0, 5 and 10-fold molar excess of purified His-tagged QKI-5, followed by SDS-PAGE. As a control, a reaction without UV irradiation was performed (-UV).

Since the first binding site (AUUAAC) is localized upstream of the polypyrimidine tract of intron 12 and since it is similar to the SF1 consensus ACUNAC (N = any nucleotides) sequence [53], we tested the SF1 binding activity of the wildtype and mutant RNAs by a gel shift assay. SF1 bound efficiently to the wildtype and mut1 RNAs, but the A to G mutation in mut2 RNA led to the reduction of SF1 binding (Figure 5E). We have shown that both SF1 and QKI bind to the first site (AUUAAC) upstream of the 3′ splice site (Figure 5C and E). Thus, our results suggest that QKI may repress exon 12 inclusion by competing with SF1 binding. We tested this idea by performing UV crosslink competition assay. QKI-5 inhibited SF1 binding to the wildtype RNA, but to a lesser extent for the mut1 RNA (Figure 5F, lanes 2–4 and 6–8). QKI-5 did not compete the weak SF1 binding to the mut2 RNA (Figure 5F, lanes 10–12). These data indicate that the two QKI binding sites may collaborate to enhance binding of one another, which explains why QKI competes less effectively with SF1 on the mut1 RNA. In addition, we show that QKI-5 did not affect U2AF65 binding to the wildtype and mutant RNAs (Figure 5G). Together, our results indicate that QKI-5 recognizes two binding sites located upstream of and within exon 12, and represses the inclusion of *NUMB* exon 12 by competing with SF1.

### QKI-5 can inhibit splicing by selectively competing with SF1 for binding to the branchpoint

To gain further mechanistic insights into QKI-mediated splicing repression, we tested directly whether QKI inhibits splicing by competing with SF1 for targeting the branchpoint in an *in vitro* splicing system. We mutated the branchpoint sequence (ACUUAU, where the branchpoint adenosine is underlined) in MINX reporter pre-mRNA to the QKI binding consensus ACUAAU [54] (Figure 6A, mut1). Since it has been shown previously that QKI binds to the ACUAAY consensus, which is often accompanied by a so-called half site UAAY in close proximity [45], we also introduced a UAAU or UAAC site upstream or downstream of the ACUAAU motif (Figure 6A, mut2 and mut3). In the gel shift analysis, the wildtype MINX RNA bound poorly to the purified QKI-5. Mut2 and mut3 RNAs bound QKI more efficiently than mut1 at a low concentration of QKI-5, and all three RNAs formed larger RNA-protein complexes at a high concentration of QKI-5 (Figure 6B). These results indicate that the A4 in the consensus motif ACUAAY is crucial for QKI binding.

**Figure 6:**
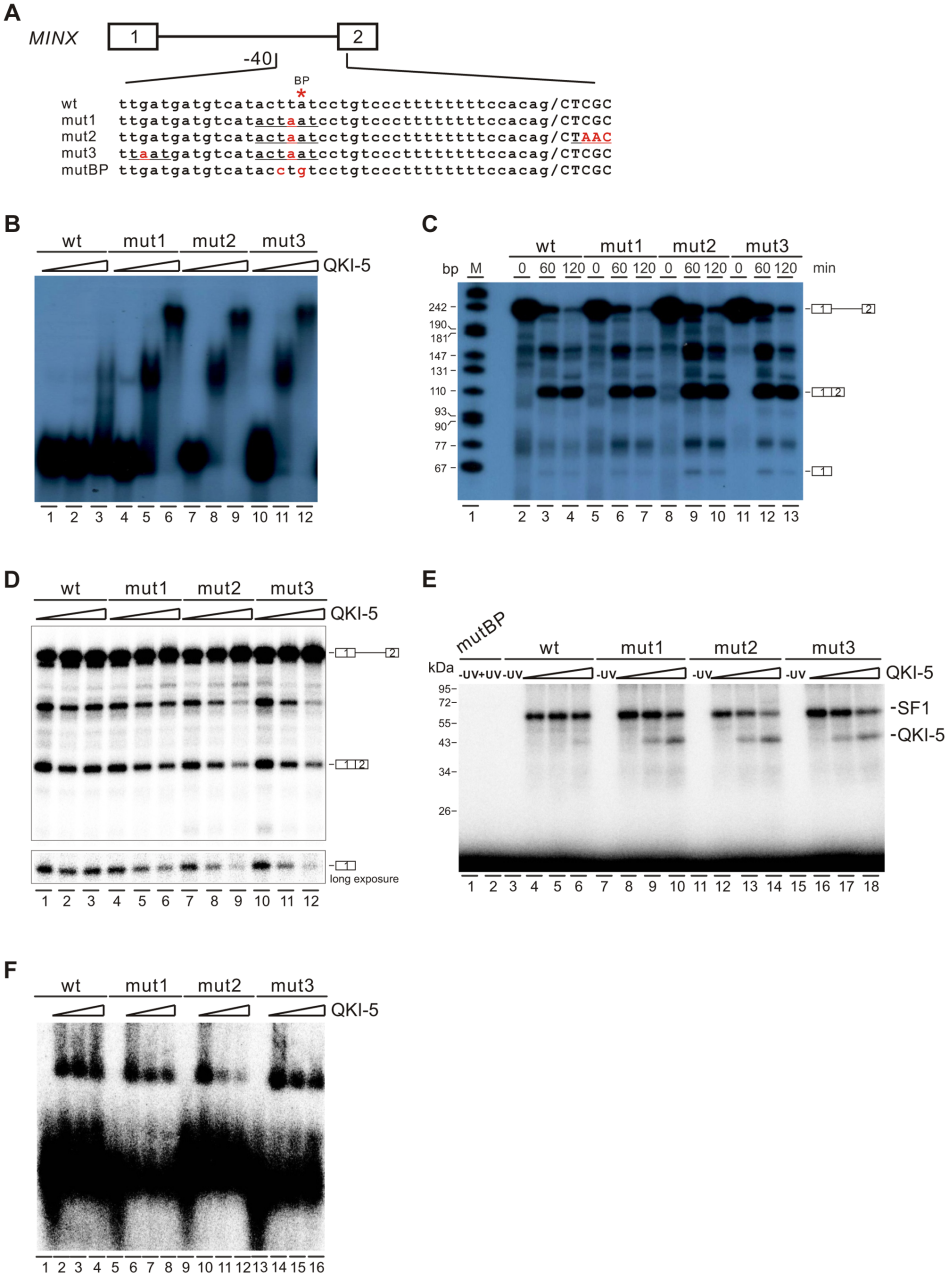
QKI-5 represses splicing by selectively competing with SF1. (A) Schematic representation of MINX wildtype and mutant constructs. (B) Gel shift analysis of QKI-5 binding to MINX pre-mRNAs. ^32^P-labeled short RNAs containing the 3′ half of the intron and the second exon were incubated with 0, 20, and 40-fold molar excess of recombinant His-tagged QKI-5. RNA-protein complexes were fractionated on a 5% native polyacrylamide gel. (C) *In vitro* splicing of wildtype and mutant MINX pre-mRNAs. ^32^P-labeled pre-mRNAs were spliced in HeLa cell nuclear extract for the time indicated. The positions of pre-mRNA, first exon and spliced products are indicated on the right. M, ^32^P-labeled pcDNA3 HpaII restriction fragments. (D) *In vitro* splicing of wildtype and mutant MINX pre-mRNAs in the HeLa cell nuclear extract supplemented with different amounts of recombinant His-tagged QKI-5 (0, 0.5 and 1 µM). (E) UV crosslink analysis of QKI-5 or SF1 binding to MINX full-length pre-mRNAs. ^32^P-labeled wildtype and mutant MINX pre-mRNAs were UV-crosslinked in the presence of 15-fold molar excess of recombinant GST-tagged SF1 (aa 1–361) supplemented with 0, 15 and 30-fold molar excess of purified His-tagged QKI-5, followed by SDS-PAGE. As a control, a reaction without UV irradiation was performed (-UV). (F) A complex assembly on the wildtype and mutant pre-mRNAs. ^32^P-labeled wildtype and mutant MINX pre-mRNAs containing the 3′ half of the intron and the second exon were incubated with HeLa nuclear extract supplemented with different amounts of purified His-tagged QKI-5 (0, 0.2 and 0.4 µM). Complexes were fractionated on a 1.5% low melting agarose gel.

We next tested whether these mutations affect MINX splicing in HeLa nuclear extract with or without supplemented QKI-5 (Figure 6C and D). In HeLa nuclear extract alone, the splicing activity of mut1, mut2 and mut3 is comparable to that of wildtype (Figure 6C). This is likely due to the low abundance of QKI in HeLa nuclear extract. Addition of purified QKI-5 to the HeLa nuclear extract did not affect the splicing of wildtype MINX pre-mRNA, but inhibited the splicing of mut1, mut2 and mut3 pre-mRNAs (Figure 6D). Moreover, the result shows that QKI-5 inhibits splicing before the first step of splicing reaction, since production of the first exon was reduced after QKI-5 addition to the HeLa nuclear extract.

To determine whether QKI-5 affects the splicing of mutant pre-mRNAs by competing SF1 binding to branchpoint sequence, we conducted UV crosslink experiment. SF1 did not recognize a pre-mRNA in which the branchpoint sequence is destroyed (mutBP, Figure 6A), while SF1 interacted with the wildtype, mut1, mut2, and mut3 pre-mRNAs (Figure 6E). Notably, QKI-5 significantly inhibited SF1 binding to mut1, mut2, and mut3 pre-mRNAs, but had nearly no effect on SF1 binding to wildtype pre-mRNA (Figure 6E). Since the recognition of branchpoints by SF1 is essential for A complex formation, we constructed pre-mRNA substrates containing the 3′ half of MINX intron and the second exon and analyzed A complex assembly on these substrates. Addition of QKI-5 to the HeLa nuclear extract inhibited A complex assembly on the mutant pre-mRNAs, but had no effect on the wildtype pre-mRNA (Figure 6F). Thus, we conclude that QKI-5 can inhibit splicing by selectively competing with SF1 for binding to the branchpoint sequence.

## Discussion

Emerging evidence indicates that splicing program is frequently deregulated during tumorigenesis, and cancer cells favor to produce protein isoforms that can promote growth and survival. However, how aberrant splicing takes place and how it contributes to tumor development are not well understood. In this study, we identified the RNA-binding protein QKI-5 as a new critical regulator of alternative splicing in NSCLC and as a potential marker for prognosis. Furthermore, we show that QKI-5 regulates the alternative splicing of *NUMB*, thereby inhibiting cancer cell proliferation and preventing the activation of the Notch signaling pathway. Our findings suggest a novel tumor suppression pathway and expand our understanding of splicing regulation in tumorigenesis.

Inappropriate activation of Notch signaling has been linked to a wide range of cancers including glioblastoma, colon, pancreatic, breast, and lung tumors [55], [56]. However, the molecular mechanisms of aberrant Notch activation in cancers are not well understood. In breast and lung cancers, there is frequently loss of NUMB-mediated suppression of Notch signaling due to ubiquitination-induced degradation of all NUMB protein isoforms [57], [58]. The authors of these two studies also noticed that when substantial levels of NUMB were detected in some NSCLC patient specimens, the Notch pathway was still highly activated. This implicates that additional mechanisms may lead to the dysregulation of NUMB-mediated repression of Notch signaling. Increased inclusion of *NUMB* exon 12 has been reported in several types of cancer including lung, ovarian, and breast cancers [12], [19], [20]. A previous study suggests that differential expression of NUMB isoforms has different effects on the Notch signaling [20]. However, how *NUMB* alternative splicing is regulated in cancer had remained unclear. Here, we show that alternative splicing of *NUMB* is regulated by QKI-5, and that this regulation is critically important for the control of cell proliferation (Figure 4E and F). Furthermore, our data clearly indicate that the two NUMB isoforms p72 and p66 have the opposite effects on the activation of the Notch pathway (Figure 4I). It is possible that NUMB isoform carrying exon 12, which encodes additional 48 aa in the protein-protein interaction domain PRR, may recruit other factors to stimulate NICD activation, or it may behave as a dominant negative form to antagonize the function of the NUMB isoform with shorter PRR domain. In summary, our results suggest a new QKI/NUMB/Notch pathway in the control of cell proliferation (Figure 7). Taken together that the alternative splicing of *NUMB* exon 12 is developmentally regulated [59]–[62] and that QKI is essential for embryonic development, it suggests that the QKI/NUMB/Notch pathway identified in this study may play a role during development.

**Figure 7:**
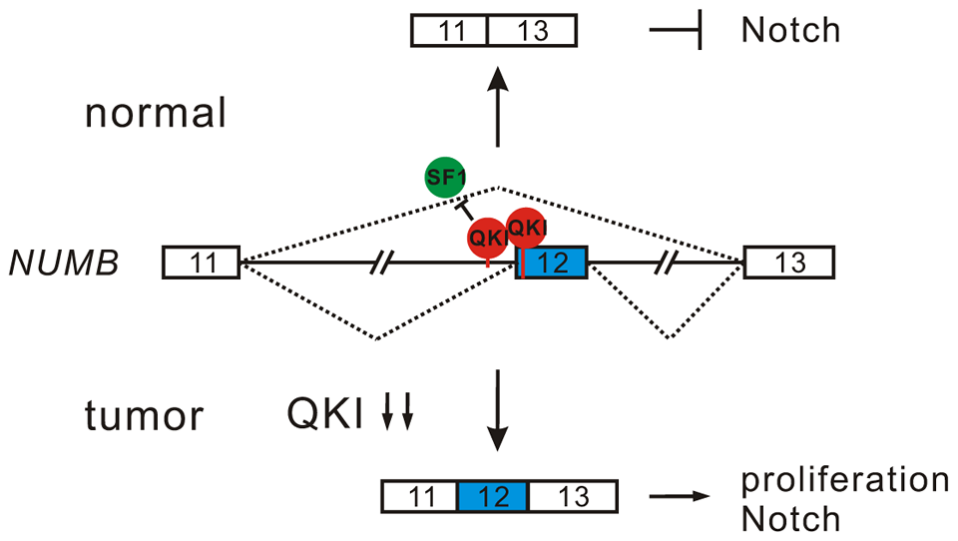
A model for QKI-mediated control of cell proliferation. In normal cells, QKI-5 recognizes two elements in *NUMB* pre-mRNA and inhibits exon 12 inclusion by competing with SF1. In tumor cells, down-regulation of QKI leads to the expression of NUMB isoform containing exon 12, which is able to activate Notch signaling and cell proliferation.

In this work, we also show that QKI can either positively or negatively regulate exon inclusion (Figure 3C). To gain mechanistic insights into QKI-mediated splicing regulation, we generated an RNA map of QKI based on its known binding consensus sequence ACUAAY and our RNA-Seq data. This RNA map shows that QKI often activates exon inclusion when its binding sites are located in the downstream intron regions of the regulated exons, and represses exon inclusion when its binding sites are located within regulated exons or in the upstream intron regions (Figure S4). This indicates that QKI regulates alternative splicing in a position-dependent manner. 

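QKI-activated exons were more often followed, and QKI-repressed exons more often preceded or overlapped, by ACUAAY. In the 400 nt downstream of the exon, 78 of 242 activated exons (32.2%, 95% Wilson interval 26.7 to 38.4%) and 34 of 206 repressed exons (16.5%, 12.1 to 22.2%) held the motif (two-sided Fisher's exact test, adjusted p = 2.47e-04 over the 4 regions). In the 400 nt upstream, 29 activated exons (12.0%, 8.47 to 16.7%) and 55 repressed exons (26.7%, 21.1 to 33.1%) did (adjusted p = 2.47e-04). Within the exon the motif lay in 4 activated exons (1.65%, 0.645 to 4.17%) and in 16 repressed exons (7.77%, 4.84 to 12.2%; adjusted p = 0.00220).
*NASP*, with its activated exon, has 3 motifs downstream, the nearest 55 nt after the exon, and *VLDLR* has 1 motif 35 nt after its exon. The 30-nt activated exon of *CLSTN1* is followed by a motif after 43 nt. Of the repressed exons, that of *ADD3* is preceded by a motif at 72 nt and that of *TNIK* at 94 nt (with another 350 nt after the exon), while those of *LPHN2* and *EHBP1* each hold 2 motifs. No motif lay in or around the exons of *ESYT2*, *EXOC1*, *NFYA* and *MYO18A*, the 57-nt activated exon of *CLSTN1* and the 273-nt exon of *FN1*, nor those of *NUMB* exon 12 and of 2 further *SPTAN1* exons, of 100 and 18 nt.
As controls, 1 internal exon was drawn at random from each expressed gene outside Table S1, a choice made after the data were examined, which gave 10242 exons. The motif lay downstream of 8.81% of them, upstream of 10.2% and within 2.27%. Activated exons stood above the controls downstream (adjusted p = 7.27e-23, two-sided Fisher's exact test over 10 comparisons) and not upstream (adjusted p = 0.617) or within the exon (adjusted p = 0.664). Repressed exons stood above the controls upstream (adjusted p = 2.01e-10), within the exon (adjusted p = 8.17e-05) and also downstream (adjusted p = 9.30e-04). The controls were not chosen as cassette exons and not matched to the regulated exons, so a difference from them cannot be tied to QKI alone. Shares within the exon were not adjusted for exon length, with medians of 114 nt for repressed and 87 nt for activated exons. Exon positions are those of Table S1 in hg19, where 99.3% of the cassette exons are preceded by AG.

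**Figure D5:**
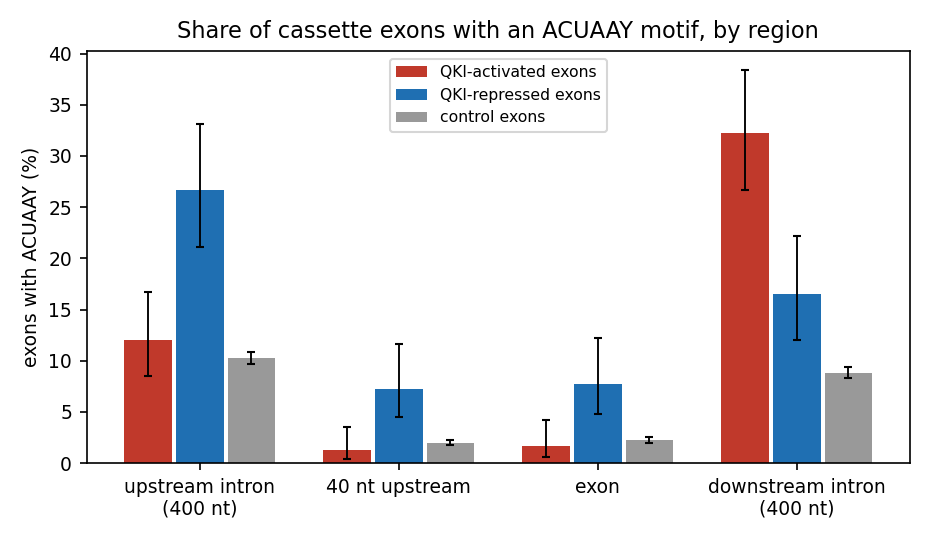
Share of QKI-activated, QKI-repressed and control exons with at least 1 ACUAAY (y axis, percent) in each region (x axis), with 95% Wilson intervals as error bars. Activated exons reach 32.2% in the downstream intron and repressed exons 26.7% in the upstream intron.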

The position-dependent effect of splicing regulators has emerged as a key mechanism in splicing regulation. QKI shares the same positional principles with several other splicing regulators including Nova, Fox1/2, and MBNL [63]–[66]. Recently, Hall et al showed that QKI depletion in myoblasts induces widespread alternative splicing changes and exhibits similar aforementioned positional effects on splicing regulation [32]. However, so far the mechanisms underlying the position-dependent splicing regulation remain to be investigated. A recent large-scale analysis of splicing lariats reveals that most human branchpoints are located between 18 and 35 nt upstream of the 3′ splice site [67]. In the QKI RNA map we generated, we noted that a peak of ACUAAY motif, which represents the potential branchpoint, is located within 40 nt upstream of the two 3′ splice sites in the randomly selected control pre-mRNAs (Figure S4). 

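In the last 40 nt before the exon, where branchpoints lie, ACUAAY was found in 15 of 206 QKI-repressed exons (7.28%, 95% Wilson interval 4.46 to 11.7%) and in 3 of 242 QKI-activated exons (1.24%, 0.422 to 3.58%). The difference between the groups had an adjusted p of 0.00170 (two-sided Fisher's exact test over the 4 regions). Among the same unmatched control exons the share was 2.01%. Repressed exons stood above it (adjusted p = 8.17e-05) while activated exons did not (adjusted p = 0.664). The repressed exons of *EHBP1* and *SPTAN1* are examples, with the motif starting 29 and 40 nt before the exon. Upstream of the next constitutive exon, 2.10% of the control exons held a motif in the same window, and repressed exons did not stand apart there (2.91%, adjusted p = 0.617). Counted once per exon, since some exons have several events in Table S1, the share was 14 of 200 repressed exons and 3 of 239 activated exons (adjusted p = 0.00295).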

Remarkably, ACUAAY motif is significantly enriched within 40 nt upstream of QKI-repressed exons. This observation suggests that QKI binding sites overlap with the branchpoints upstream of QKI-repressed exons. During the initial step of spliceosome assembly, the branchpoint is first recognized by SF1. Both SF1 and QKI contain the KH and QUA2 domains which contribute to the sequence-specific RNA recognition. The optimal binding site of human SF1 (ACUNAC, where the branchpoint adenosine is underlined) is very similar to the QKI binding consensus (ACUAAY). Using minigene and *in vivo* splicing assay, we showed that QKI-5 inhibits the inclusion of *NUMB* exon 12 by competing with SF1 (Figure 5). In addition, although the RNA recognition motifs of SF1 and QKI are similar, we found that they display differential binding affinities to RNA elements containing similar sequences. Using *in vitro* reporter assay, we showed that QKI-5 can inhibit splicing by selectively competing with a core splicing factor SF1 for binding to the branchpoint (Figure 6). These findings suggest that QKI plays a vital role in fine-tuning the activity of SF1.

This study and those of others strongly suggest that QKI functions as a tumor suppressor [40], [68]. However, the functional targets of QKI in cancers are largely unknown. Our genome-wide analysis of QKI targets by RNA-Seq established QKI-5 as a master regulator of alternative splicing in lung cancer cells (Figure 3B). Down-regulation of QKI in NSCLC causes a number of cancer-associated splicing events (Figure 3D and Table S3). Beside *NUMB*, we also found other critical targets of QKI that have been previously implicated in tumorigenesis. For example, BIN1, a nucleocytoplasmic adaptor protein, functions as a tumor suppressor that directly binds and inhibits c-Myc. As shown in Figure S5, QKI-5 in BEAS2B cells induced the exclusion of *BIN1* exon12A, which has been shown to abolish its binding to c-Myc and lose its anti-oncogenic activity in melanoma cells [69]. Since down-regulation of QKI is significantly associated with poor prognosis at early cancer stages (Figure 1F), it indicates that QKI and its targets identified in this study may serve as earlier markers for lung cancer. We also show that increasing QKI-5 levels in lung cancer cells suppresses cell proliferation and transformation both *in vitro* and *in vivo*, implicating that QKI is a potential drug target for the cancer treatment. In summary, our study demonstrates that QKI is a critical regulator of aberrant splicing in lung cancer and that the Notch signaling regulator, *NUMB*, is a key target of QKI in the control of cell proliferation.

## Materials and Methods

### Oligonucleotides

The sequences of all the oligonucleotides used in this study are listed in Table S4.

### Plasmid construction

Plasmid construction is described in Protocol S1.

### Ethics statement

All paired lung normal and tumor tissues were collected from informed, consenting patients in Fudan University Shanghai Cancer Center (Shanghai, China) from October 2007 to February 2012 with approval from the Institute Research Ethics Committee. All mice were treated according to the protocols approved by the Institutional Animal Care and Use Committee of the Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### Cell culture

The human bronchial epithelial BEAS2B cells were grown in Dulbecco's Modified Eagle's medium supplemented with 10% fetal bovine serum. The human lung cancer A549, H1373, H520 and H358 cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum.

### Real-time quantitative reverse-transcription polymerase chain reaction (qRT-PCR)

Total RNA was extracted from patient tissues and cultured cells using Trizol (Invitrogen, USA) and reverse transcribed into first-strand cDNA from random hexamers using MMLV reverse transcriptase (Promega, USA). PCR was then performed using SYBR Green PCR Master Mix (Applied Biosystems, USA) on a 7500 Fast Real-Time PCR system according to manufacturer's instruction (Applied Biosystems, USA).

### Lentivirus production and infection

To generate recombinant lentivirus, HEK 293T cells were transfected with lentiviral expression constructs together with two helper plasmids pVSVG and delta-R-8.2 using a calcium phosphate method. A549 and H520 cells were infected by recombinant lentiviruses and screened for stable expression of QKI-5 and NUMB in the presence of puromycin according to manufacturer's instruction (System Biosciences, USA).

### Western blotting

To extract the protein from patient samples, normal and tumor tissues were homogenized in RIPA buffer containing 50 mM Tris-Cl pH 7.4, 150 mM NaCl, 1% NP-40, 1 mM EDTA-free protease inhibitor cocktail (Roche, Germany) plus 1.5 mM phenylmethylsulfonyl fluoride (PMSF). Lysates were collected following the removal of insoluble material from tissue extracts by centrifugation at 14,000 rpm for 20 min at 4°C. Protein lysates were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) followed by gel transfer to a nitrocellulose membrane (BioRad, USA). The membranes were incubated first with the primary antibodies, and then with secondary antibodies coupled to horseradish peroxidase (HRP). Band signals were detected with an enhanced chemiluminescence (ECL) system (Thermo Scientific) and visualized by image analyzer (Fujifilm, Japan). The primary antibodies used for this study are anti-GAPDH (Kang Cheng Bio-tech, China), anti-QKI (Sigma, USA), anti-γ-tubulin (Sigma, USA), anti-FLAG (Sigma, USA), anti-NUMB (Cell Signaling, USA), anti-NICD (Val1744, Cell Signaling, USA), and anti-HA (Roche, Germany). The HRP-conjugated secondary antibodies anti-mouse IgG and anti-rabbit IgG were purchased from Promega.

### MTT cell proliferation assay

Cells were seeded at a density of 2000/well in 24-well culture plates. After 24, 48, 72, 96, and 120 h of incubation, cells were treated with 3-(4, 5-methylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT) with a final concentration of 5 µg/ul for 4 h. The resulting formazan was solubilized with dimethylsulfoxide (DMSO), and the absorption was measured at 570 nm using a spectrophotometer (Thermo Scientific, USA). The cell viability was expressed as the optical density at 570 nm.

### Anchorage-independent soft agar colony assay

Cells were plated at a density of 10,000/well in a top layer of RPMI-1640 medium containing 10% FBS and 0.4% low melting point agar (Invitrogen, USA) which is over a bottom layer of RPMI-1640 medium containing 10% FBS and 1% low melting point agar. Each cell line was plated in triplicates. After 4 weeks, cells were stained with 0.5 ml crystal violet overnight. The colonies were counted from 3 random fields under an inverted microscope.

### Tumorigenicity assay

Six-week-old male nude mice were injected subcutaneously with 1×10^6^ cells of A549 stable cell lines. Tumor growth was monitored by caliper measurement once a week for at least 6 weeks. The tumor volume (cm^3^) was calculated using the following formula: 0.5× (L×W^2^), where L is tumor length and W is tumor width. Six weeks after inoculation, the mice were sacrificed by CO_2_ asphyxiation.

### Activation of Notch1

C2C12 cells were transfected with a vector and two NUMB cDNA constructs using Lipofectamine 2000 reagent (Invitrogen, USA). 48 h after transfection, C2C12 cells were washed with PBS twice, and incubated for 15 min with pre-warmed PBS containing 5 mM EDTA. Treated cells were then washed with PBS and chased for 30 min in regular culture medium.

### Protein purification

*E. coli* BL21 DE3 cells transformed with expression plasmids encoding GST-tagged SF1 (aa 1–361), GST-tagged U2AF65, and His-tagged QKI-5 were induced with 0.3 mM isopropyl beta-D-1-thiogalactopyranoside (IPTG) for 5 h at 37°C. Purification of GST- and His-tagged proteins was performed using glutathione-Sepharose 4B or Ni-NTA according to manufacturer's instructions (GE Healthcare, USA; QIAGEN, Germany).

### *In vitro* splicing

*In vitro* splicing was performed as previously described [70]. Briefly, a 25 µl of splicing reaction was setup by incubating 10 ng of ^32^P-labeled RNA substrates with HeLa nuclear extract (Cil Biotech, Belgium) at 30°C.

### RNA immunoprecipitation (RIP)

BEAS2B cells were harvested and lysed in lysis buffer (50 mM Tris-HCl, pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, 1/100 protease inhibitor cocktail from Roche). After centrifuging at 10,000 g for 10 min, an aliquot (10%) of supernatant was removed and served as input. The remaining supernatant was immunoprecipitated with either a mouse IgG or a QKI antibody immobilized on Protein G Sepharose. The bound RNAs were washed extensively and isolated using TRIzol (Invitrogen, USA) and reverse transcribed into first-strand cDNA using random hexamers and MMLV reverse transcriptase (Promega, USA). PCRs were then performed using primers T7-NUMB-for/rev for detecting *NUMB* pre-mRNA and ACTB-for/rev for detecting *β-actin* mRNA. The resulting DNA fragments were separated on a 2% agarose gel and visualized by ethidium bromide staining.

### Gel shift assay

DNA templates for *in vitro* transcription were obtained by PCR using primer sets T7-MINX-For/MINX-2, T7-NUMB-For/-Rev, and T7-NUMB-For/-mut-Rev. 10 ng of ^32^P-labeled RNAs were incubated with different molar excess of recombinant His-tagged QKI-5 and GST-tagged SF1 (aa 1–361) protein under standard splicing conditions at 30°C for 20 min. An aliquot of 10 µl was removed and incubated with 2 µl of tRNA (1 mg/ml) for 5 min. RNA-protein complexes were fractionated by a 5% native polyacrylamide gel and visualized with a phosphoimager (Fujifilm, Japan).

### UV crosslinking

20 ng of ^32^P-labeled RNAs were incubated with recombinant His-tagged QKI-5 in the absence or presence of GST-tagged SF1 (aa 1–361) and U2AF65 under standard splicing conditions at 30°C for 20 min. UV crosslinking was done on ice for 20 min with 254-nm UV light. Unprotected RNAs were removed by RNase A at 37°C for 20 min. Crosslinked species were analyzed on a 12.5% SDS polyacrylamide gel and visualized with a phosphoimager (Fujifilm, Japan).

### *In vivo* splicing

The day before transfection, 2×10^5^ BEAS2B cells were seeded in 35 mm culture dishes. Minigene plasmids were transfected using Lipofectamine 2000. 24 h after transfection, total RNAs were isolated using Trizol Reagent. The first-strand cDNAs were reverse- transcribed using BGH-rev as primer and MMLV reverse-transcriptase following the manufacturer's instruction. PCR was performed using target gene-specific primers.

### Spliceosome assembly

To prepare RNA substrates for A complex assembly, DNA templates for *in vitro* transcription were obtained by PCR using primer set T7-MINX-For/MINX-2. 10 ng of ^32^P-labeled RNA substrate was incubated in HeLa cell nuclear extract supplemented with different amount of recombinant His-tagged QKI-5 protein under standard splicing condition for 15 min. 5 µl of the reaction was removed and mixed with 1 µl of heparin (5 mg/ml) and 1 µl of glycerol (87%) to stop the reaction. The samples were separated by a 1.5% low melting agarose gel. After drying the gel, signals were visualized with a phosphoimager (Fujifilm, Japan).

### RNA-Seq and data analysis

Total RNAs isolated from BEAS2B cells expressing a control shRNA or a QKI shRNA were subjected to single-end RNA-Seq using Illumina GAII platform according to the manufacturer's instruction. We performed RNA-Seq twice with read lengths 50 nt and 75 nt, individually.

Data analysis was carried out according to a previous publication [71]. Briefly, we first obtained the annotations of human protein coding genes from Ensembl database and generated splicing-junctions by joining every exon with all possible downstream exons within the same gene. To force an alignment overhang of at least 6 nt from one side of the junction to the other, the exon sequences on either side of the junction were 44 and 69 nt for 50 and 75 nt reads, respectively. Secondly, the RNA-Seq reads were aligned to the human genome (hg19) and the splicing-junctions by Bowtie allowing for up to three mismatches. The ambiguously aligned reads were excluded from further analysis. The junctions that were covered by at least two independent reads were reported. Thirdly, we searched for the alignments that gave the evidence of seven types of alternative splicing events: cassette exon (SE), retained intron (IR), alternative 5′ splicing site (A5SS), alternative 3′ splicing site (A3SS), mutually exclusive exon (MXE), alternative first exon (AFE), and alternative last exon (ALE). To identify the significantly changed alternative splicing events, a Fisher's exact test was performed for each event using a 2*2 contingency table consisting of the read counts from either the inclusion or exclusion isoforms in the control and treated sample. The RNA-Seq data are available at NCBI's GEO database under the accession number GSE55215.

## Supporting Information

Figure S1 Heat map of mRNA expression levels for splicing regulators in adenocarcinoma patient samples. The mRNA expression levels of 59 known splicing regulators in 104 adenocarcinoma tissues are compared to 80 normal tissues. The microarray data were downloaded from Gene Expression Omnibus (GEO) database with accession number: GSE10799, GSE7670, and GSE10072.
(PDF) Click here for additional data file.

Figure S2 QKI-5 inhibits cell proliferation and transformation in H520 cells. (A) Western blot analysis of QKI-5 expression in H520 cells stably transduced with a lentivirus vector (Lenti-Ctrl) or a FLAG-tagged QKI-5 expression construct (Lenti-QKI-5). (B) MTT analysis of cell proliferation in H520 cells described in A (** p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). (C) Upper panels: quantifications of colony formation on soft agar of H520 cells described in A (p<0.01, Student's t-test). Error bars represent standard deviations (n = 3). Lower panels: representations of colonies visualized by microscopy.
(PDF) Click here for additional data file.

Figure S3 QKI-5 does not affect alternative splicing of *NUMB* exon 6. RT-PCR analysis of the splicing pattern of *NUMB* in BEAS2B cells stably transduced with retroviruses expressing control shRNA (sh-Luc), QKI shRNA (sh-Q3) or QKI shRNA together with a QKI-resistant construct (sh-Q3+QKI-5*). The asterisk indicates a non-specific PCR product.
(PDF) Click here for additional data file.

Figure S4 QKI regulates alternative splicing in a position-dependent manner. The numbers of ACUAA(U/C) motifs in the pre-mRNAs from 244 QKI-activated cassette exons (red curves) and 207 QKI-repressed cassette exons (blue curves) are mapped. 

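With the reads of the exon itself added to the junction reads of Table S1, 242 cassette exons were activated and 207 repressed by QKI, against 206 repressed by junction reads alone. The median length was 114 nt for repressed and 87 nt for activated exons, without a test. Exons with a length that is a multiple of 3, such as the 108-nt exon of *EHBP1*, made up 163 of the activated and 133 of the repressed exons. Several events share an exon, so the 451 events hold 441 distinct exons.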

The alternative exons are shown in gray box and constitutive exons in black. The green curves represent the average numbers of ACUAA(U/C) motifs in control pre-mRNAs which are not regulated by QKI. Error bars indicate the 99.9999% confidence.
(PDF) Click here for additional data file.

Figure S5 QKI-5 regulates the alternative splicing of *BIN1*. RT-PCR analysis of the splicing patterns of *BIN1* in BEAS2B cells stably transduced with retroviruses expressing control shRNA (sh-Luc), QKI shRNA (sh-Q3) or QKI shRNA together with a QKI-resistant construct (sh-Q3+QKI-5*). The determination of endogenous and exogenous QKI-5 expression is shown in Figure 4A. The positions of splicing products are shown on the right.
(PDF) Click here for additional data file.

Protocol S1 Supplementary methods for plasmid construction and the generation of QKI RNA map.
(DOC) Click here for additional data file.

Table S1 Alternative splicing changes detected upon QKI knockdown in BEAS2B cells by RNA-Seq.

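Table S1 lists the splicing changes behind the counts of the article, on 1 sheet for each of 7 types of event. For a cassette exon it prints the positions of the exon and of its neighbors in hg19, the reads in the exon, the reads across each of the 2 junctions that include the exon, and the reads across the junction that skips it, for control- and QKI-knockdown cells. The reads of the libraries of a group are pooled in it. *ESYT2*, for example, has 15 and 7 reads on the inclusion junctions and 176 on the skipping junction in control cells, against 110, 65 and 79 in QKI-knockdown cells. Inclusion and exclusion reads form the table on which the authors ran Fisher's exact test. Among the cassette exon events, 390 have at least 20 junction reads in each group. All 629 genes of the table are listed in the RPKM values of these libraries.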

(XLS) Click here for additional data file.

Table S2 Validated QKI targets.

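Table S2 lists the cassette exons whose change the paper also found by RT-PCR in the same cells, not all those it tested. All 81 exons, in 81 genes, are also events of Table S1 at the same positions, as the paper took the tested exons from its RNA-Seq events. The mRNAs of these genes showed no common direction, with a median log2 fold change of -0.00 over 81 genes, 40 of them above 0 and 41 below (camera of limma, adjusted p = 0.647). *CCDC88A* was the only member called by limma with the replicate block. The study chose this list on these samples, so it is no independent evidence of a direction.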

(XLS) Click here for additional data file.

Table S3 Down-regulation of QKI causes lung cancer-associated alternative splicing changes.
(XLS) Click here for additional data file.

Table S4 Sequences of all oligonucleotides used.
(XLS) Click here for additional data file.

# Supplementary material for: The RNA-Binding Protein QKI Suppresses Cancer-Associated Aberrant Splicing
**Source:** PLoS Genet. 2014 Apr 10;10(4):e1004289. doi: 10.1371/journal.pgen.1004289
**Supplement:** Protocol S1 — Supplementary methods for plasmid construction and the generation of QKI RNA map.

**Plasmid construction**

QKI-5 expression constructs

The cDNA fragment encoding the full-length QKI-5 with a 3’ FLAG epitope was amplified using primers QKI-5-for1 and QKI-5-FLAG-rev1 and inserted between BamHI and XbaI sites of the pcDNA3 vector (Invitrogen, USA). The same cDNA fragment was amplified using primers QKI-5-for2 and QKI-5-FLAG-rev2 and subcloned between XbaI and BamHI sites of the lentiviral vector pCDH-CMV-MCS-EF1-Puro (System Biosciences, USA). To construct the plasmid expressing His-tagged QKI-5, the cDNA fragment was amplified using primer pair QKI5-SalI-for/QKI5-HindIII-rev and inserted between the SalI and HindIII sites of the pET-28a-c(+) vector (Novagen, USA).

NUMB expression constructs

The cDNA fragments encoding the full-length NUMB isoforms p72 and p66 with a 3’ HA tag were amplified using primers NUMB-for1 and NUMB-HA-rev1 and inserted between XbaI and NotI sites of the lentiviral vector pCDH-CMV-MCS-EF1-Puro (System Biosciences, USA).

SF1 expression construct

The cDNA fragment encoding the N-terminal part of SF1 (aa 1-361) was amplified using primer pair SF1-BamHI-for/SF1-SalI-rev and inserted between the BamHI and SalI sites of the vector pGEX-5X-2 (GE Healthcare, USA).

shRNA expression constructs

Retroviral plasmids containing human QKI and NUMB exon 12 shRNA target and control sequences were made by annealing oligonucleotides sh-Q1-F/sh-Q1-R, sh-Q3-F/sh-Q3-R, sh-N1-F/sh-N1-R, sh-N2-F/sh-N2-R and sh-Luc-F/sh-Luc-R followed by ligation into the EcoRI and BamHI sites of pSIREN-RetroQ (Clontech, USA).

Minigene constructs for *in vivo* splicing

All minigene constructs consist of three exons and two introns. The genomic sequences of the minigene unit were amplified by using genomic DNA isolated from HEK 293 cells as template. To construct the wild type *NUMB* minigene, most of the intron sequences was deleted from 300 nt downstream of the 5’ ss to 300 nt upstream of the 3’ ss, PCRs were performed using oligonucleotides NUMB-1 to -6 as primers. A complete fragment was assembled by an overlap PCR, using the previous PCR products as templates, and inserted into between BamHI and XhoI sites of pcDNA3. In the mutant minigene constructs, QKI binding sites in the wild type minigene constructs were mutated using a similar overlap PCR mutagenesis method and oligonucleotides NUMB-mut-1 to -4.

MINX constructs

To generate MINX mut1, mut3 and mutBP constructs, pSP6-MINX was used as a template for a two-step PCR. Primer pairs MINX-1/-5 and MINX-2/-4 were used for cloning the mut1 construct, MINX-1/-11 and MINX-2/-10 for the mut3 construct, and MINX-1/-mutBP-Rev and MINX-2/-mutBP-For for the mutBP construct. To generate the MINX mut2 construct, mut1 plasmid was used as a template, and MINX-1/-7 and MINX-2/-6 as primers for a two-step PCR. The PCR fragments were then inserted between EcoRI and BamHI sites of pSP6-MINX to substitute the wildtype fragment.

**Generation of QKI RNA map**

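The RNA map asks where the QKI motif ACUAAY lies around regulated exons. The regions counted for it here were the 40 nt before the exon, the 400 nt of the upstream and of the downstream intron, and the exon itself, taken from hg19 at the positions in Table S1. An intron under 800 nt was divided between its ends. Each region was scored as holding the motif or not, without bins, so that the groups of exons could be compared by Fisher's exact test. *NUMB* exon 12, which lies between long introns, had full windows on both sides, while the window downstream of the *VLDLR* exon was 187 nt and that downstream of the *CENPE* exon 111 nt.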

The numbers of QKI motif were counted in 40 nt exonic region or 400 nt intronic region surrounding the 5’ or 3’ splice sites with a 20 nt bin for 244 QKI-activated and 207 QKI-repressed events, respectively. For the short exon (< 80 nt) and intron (< 800 nt), we divided the exon or intron sequence into half. To count the numbers of QKI motif for control pre-mRNAs, we randomly selected the same amount of detected cassette-exon events which are not regulated by QKI (p>0.95). 

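The reads of unregulated events were not used here, so control exons were taken in another way: 1 internal exon chosen at random from each expressed gene outside Table S1. Their number differs from that of the regulated exons, and the groups are compared as shares. Of the control exons, 902 held ACUAAY in the downstream window, 1048 in the upstream window, 233 within the exon and 206 in the last 40 nt before it.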

We repeated this procedure 100 times and calculated the average numbers with 99.9999% confidence interval for each bin.

How the deposited data were processed for this re-analysis (not part of the article)

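Gene expression was measured by RNA-Seq in BEAS2B cells, in 2 libraries of control cells and 2 libraries of QKI-knockdown cells. The authors sequenced single-end reads on an Illumina GAII at 2 read lengths, from total RNA made into libraries with a TruSeq RNA kit according to the labels. They aligned the reads with Bowtie (version not given in the sources used here), with up to 3 mismatches, to hg19, the genome build that the submitters' processing notes also name, and to the exon-exon junctions of Ensembl protein-coding genes. They left out ambiguously aligned reads. The deposited values are RPKM computed by the authors, 1 table per library. The gene lengths and totals behind the RPKM, and whether genes that overlap shared reads, are not given in the sources used here. No value in the tables is 0: a gene without a value in a library was given 0.

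Whole reads were recovered from the RPKM values for all 16708 genes listed in at least 1 library, with a relative tolerance of 1e-11, and 100% of the values came out whole. The recovered totals sum to 69.8% of the reads the paper gives for control cells and to 72.5% for QKI-knockdown cells. The recovered reads over genes sum to between 1.35 and 1.53 times the totals. The recovered gene lengths are 1.25 times the union of annotated exons at the median, and over 1.5 times for 5859 of 16289 genes. The 10 most abundant genes held between 3.85% and 6.04% of the RPKM of a library. Between 11723 and 11770 genes reached 0.5 RPKM per library.

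mRNA levels were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(RPKM + 0.5), for genes with a mean RPKM of at least 0.5, two-sided, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. The fit without a block was fixed before the data were examined, as was a fit with the replicate number as a block. Same-numbered libraries deviated together, with a correlation of 0.953 across genes. The design gives no shared culture or day for a number, so the number is a batch term rather than a known pairing, and the values with the block are given beside those without it. Gene lists were tested with camera of limma at the preset correlation of 0.01 and with the estimated one, and with fry. Voom of limma on the recovered reads was added after the data were examined.

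The test was tested on simulated data: reads were drawn for the real genes and libraries, with 200 genes changed by known folds. Where the replicate numbers differed as in the control libraries, the fit without a block recovered 0% of the genes changed 2-fold and 0% of those changed 4-fold among 11890 genes. The fit with the block recovered 100% of both and 64.2% of the genes changed 1.5-fold, with 27 false calls. Without a difference between the numbers, the fit without a block recovered 65.7%, 100% and 100% among 11818 genes, with 18 false calls. Beside at most 200 true calls, the 27 and the 18 false calls are each a larger share than the threshold on the adjusted p allows. Calls with the block may therefore hold more false ones than their adjusted p state. The simulated difference was modelled on the control libraries, whose log2 difference had an SD of 0.81. Between the QKI-knockdown libraries the SD was smaller, at 0.66.

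Over 2-fold changes were counted with no test, on group means among genes with a mean of at least 0.5 RPKM in either group. The paper gives the fold and the RPKM limit, but not how libraries were combined or to which group the limit applies. Spliced genes were compared with the other genes by Fisher's exact test and with 10000 random lists matched on mean expression in 20 bins, and correlations across genes with 100000 permutations. Exon inclusion and Fisher's exact tests were recomputed from the reads printed in Table S1, which are the paper's values. Motifs were searched in the reference sequence of hg19. The annotation used for positions, transcript GC content and length is GENCODE lifted to that build by its makers; 97.4% of the tested genes had a value. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

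The genes named were fixed by a rule written before the data were examined: QKI, the genes the paper names around these data, the 10 largest rises and the 10 largest falls by log2 fold change, taken from genes called by limma or, as none was called, from genes over 2-fold apart in mean RPKM, in either case with libraries of the groups apart (7 rises and 10 falls met it), up to 4 members of each list, spliced genes over 2-fold, the 10 cassette exons with the smallest p as the paper prints them and those of Figures 3C, 4B and S5. The values in the paper's tables had been seen before. Any other gene is said to be chosen after its values were seen. The lists were Notch target genes, Notch pathway components, splicing regulators, factors of the branchpoint and 3' splice site, proliferation, interferon response, NF-kB and inflammatory genes, extracellular matrix, epithelial and mesenchymal genes, cholesterol synthesis, the unfolded protein response, hypoxia and glycolysis, p53 targets, ribosomal proteins, replication-dependent histones, mitochondrially encoded genes, and markers of leukocytes, endothelium, fibroblasts and basal, ciliated and secretory airway cells, besides the genes of Tables S1 to S3. Lists with fewer than 5 tested members were not tested; Notch target genes, with 3 at the expression limit, were one. The 25 genes of Table S3 had a median log2 fold change of 0.03.

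The alternatives were other pseudocounts, expression limits and scalings, the replicate block, leaving out each library, other ways of combining the libraries in the over 2-fold count, and other motifs and windows. Other cell lines, tissues, RT-PCR and the reads of unregulated splicing events were not analysed here.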

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

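The tests of the S-phase genes, of the summed *SAA1* and *SAA2* reads and of the inflammatory genes were chosen after the result was seen; the tests of GC content, length, the histone trends and RNA without a poly(A) tail were written down before their results. The results below stand in genes the paper does not discuss.

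The libraries differed by replicate number far more than by QKI knockdown. Across genes, the difference between replicate 2 and replicate 1 had a Spearman rho with transcript GC content of -0.74 in control cells and -0.67 in QKI-knockdown cells, and removing each library's trends on GC content and length together took away 52.6% and 41.9% of its variance. A bias on GC content between the sequencing runs is therefore a candidate explanation for a part of the difference, whose size apart from length was not measured. Transcript length had a rho of 0.27 in control cells and 0.21 in QKI-knockdown cells, which lies between the bounds set beforehand and leaves it open. No biological explanation was tested, because the design gives none for a replicate number.

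Replication-dependent histone mRNAs were lower after knockdown, with a median log2 fold change of -0.25 that came mostly from replicate 2: summed histone reads went from 2648 to 2082 there (log2 ratio -0.35, counting error 0.04) and from 826 to 828 in replicate 1 (-0.03, counting error 0.07). The list did not pass limma's camera with an estimated correlation (adjusted p = 0.408, and 0.965 with the replicate block). Fewer cells in S phase is argued against by 14 genes of the G1/S transition and replication, whose median was 0.0619 (standard error 0.0354). Trends on GC content and length are argued against as the whole cause, since the histone median was -0.26 (standard error 0.08) after their removal, though with the replicate block 2 histone genes were then called where 5 had been among the same genes. These mRNAs mostly lack a poly(A) tail, so their level could depend on how much such RNA each library carried over: 6 histone genes with polyadenylated mRNA had a median of 0.0533 (range -0.09 to 0.19), but 0 other RNAs without a tail were tested, and the explanations cannot be told apart. A biological effect of QKI on histone mRNA stays open and untested.

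*SAA1* and *SAA2*, acute-phase genes chosen after their values were seen, were higher after knockdown, with log2 fold changes of 1.45 and 1.48. *SAA1* went from 12.4 to 28.2 RPKM in replicate 1 and from 53.3 to 181 RPKM in replicate 2. Both were called by limma with the replicate block (adjusted p = 1.73e-32 for *SAA1* and 1.31e-22 for *SAA2*). *SAA4*, chosen in the same way, was called too (log2 fold change 0.70, limma adjusted p = 0.00268 with the block). It changed in replicate 2 alone, with log2 fold changes of -0.01 and 1.41 within the replicate numbers. Each library of replicate 1 held 2 *SAA4* reads. *SAA1* and *SAA2* are near-identical copies. Their summed reads had a log2 ratio of 1.25 (counting error 0.09) in replicate 1 and 1.77 (0.03) in replicate 2. Both genes rose in both pairs, which argues only against a shift of reads from one gene to the other. The sum had to rise with them, so it cannot show whether the rise of *SAA2* came from shared *SAA1* reads. That stays open. A general inflammatory response is argued against by the NF-kB and inflammatory list, whose median was 0.0223 (standard error 0.0414) with 12 of 21 members above 0. A difference between cultures stays open, since nothing says that the replicates are separate cultures, as does an effect of the knockdown or of this one shRNA, which is a hypothesis found and tested on the same data.

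Beside QKI, 31 genes were over 2-fold apart and called by limma with the replicate block, 14 higher and 17 lower.

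*IGF2* had a log2 fold change of 1.36, above the level of both control libraries.

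*GABRA3* had a log2 fold change of -1.13, below the level of both control libraries.

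The mesenchymal genes had a median log2 fold change of -0.17 and the ribosomal protein genes one of 0.12; neither passed limma's camera with an estimated correlation (adjusted p = 0.795 and 0.981).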

How the results depend on the processing

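The alternatives that use voom, single pairs of libraries, pooled reads, at least one pair, the block in the over 2-fold count or each exon counted once were chosen after seeing the data. Other alternatives were set beforehand. The number of genes called by limma was 0, with the replicate block 101, with the block and median centring 114, with voom and the block 137, and 0 to 4 when 1 library was left out. QKI mRNA was called with the block (-1.72), with the block and median centring (-1.75) and with voom and the block (-1.88), and in no other fit; without 1 library it ranged from -2.06 to -1.38. The replicate number takes most of the variance, which is why calls appear with the block; in the simulated data the fit without it found no changed gene where the replicate numbers differed, and 100% of the genes changed 2-fold where they did not.

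Without 1 library the replicate numbers are unbalanced between the groups by construction, so those values mix the difference between numbers with the knockdown; a lone library is assumed to vary like the other group. The over 2-fold count was then 419 to 748 in place of 68, and that of spliced genes 4 to 33 in place of 2. The percentile of the spliced genes' mRNA change was 8.52 to 74.6 and its correlation with the splicing change -0.101 to -0.0752, which passed 0.05 with this opposite sign without control replicate 2 (permutation p = 0.0463). The median was -0.46 to 0.40 for interferon response genes, -0.58 to 0.51 for NF-kB and inflammatory genes, -0.57 to 0.24 for mesenchymal genes and -0.15 to 0.45 for ribosomal protein genes, and 4 to 6 lists passed.

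The over 2-fold count was 23 with a mean of at least 0.5 RPKM in both groups, 13 with 0.5 RPKM in every library, 26 with a limit of 1 RPKM and 991 with no limit. It was 32 in both pairs, 11 with every library over 2-fold apart, 14 and 6 with pseudocounts of 0.5 and 1, and 0 with limma's test, and, chosen after seeing the data, 105 and 133 in single pairs, 220 in at least one pair and 32 with the replicate block. The genes are mostly of low RPKM, and limits or pseudocounts that remove such genes lower the count. Spliced genes over 2-fold numbered 1 in both pairs, with every library apart and with pseudocounts of 0.5 and 1, and 0 with limma's test. Their share against other genes had p = 6.28e-16 without an expression limit, p = 3.62e-05 without control replicate 2, p = 1.08e-06 without QKI-knockdown replicate 2 and, chosen after seeing the data, p = 0.00525 in at least one pair and p = 0.0491 in the pair of replicate 2 (Fisher's exact test), against 0.585. Of the lists, 3 passed camera, 1 without an expression limit, 4 with a limit of 1 RPKM, where cholesterol synthesis gained a call (adjusted p = 0.0396), 5 with the replicate block, 5 with the block and median centring, 0 with an estimated correlation and 0 by fry.

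The percentile of the spliced genes' mRNA change, 3.01, was 2.33 without an expression limit, 1.31 with quantile normalization, 72.7 in pair 1 and 71.5 in pair 2; with median centring it was 8.25, and 8.43 with the block too. Its correlation with the splicing change, not past 0.05 in the planned test (permutation p = 0.0547), passed with a pseudocount of 0.1 (rho 0.11, permutation p = 0.0275) and with quantile normalization (rho 0.11, permutation p = 0.0279), and was 0.05 with exon reads added (permutation p = 0.312); the cause was not tested. With UAAY in place of ACUAAY, the difference between repressed and activated exons was 10.2 points in the last 40 nt (adjusted p = 0.0515), 0.345 upstream (adjusted p = 1), 11.0 in the exon (adjusted p = 0.0515) and -2.60 downstream (adjusted p = 0.692, Fisher's exact test). This short motif was held by 79.8% of activated and 80.1% of repressed upstream windows. Why no region passed 0.05 with it was not tested. Windows of 100 and 250 nt, 1 event per gene and each exon once left every region past the threshold.

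For the 82 named genes, 1214 values were computed under alternatives: 91 passed the threshold where the test without a block did not, all with the block except *SAA2* without control replicate 2, and 1123 kept their side. For the 15 lists, 197 of 225 values kept their side, 12 gained a call, 8 lost one, and 8 took the opposite direction in camera where either fit had a call. With leaving out 1 library set aside, 10 of 165 list medians had the opposite sign. Counts of activated and repressed exons stayed within 1.5 times under their alternatives. Depth limits short genes under 1 RPKM, such as a part of the histone genes, which have few reads.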

Differences from the paper's values

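All alternatives named here as chosen after seeing the data were run after the values were known; the others were fixed before the data were examined.

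The paper's number of genes with an over 2-fold change in mRNA abundance at an RPKM of at least 0.5 is 213, and the number counted here on group means with that limit in either group is 68. The paper's text does not say how the libraries were combined or to which group the limit applies. None of the alternatives fixed before the data were examined comes within 1.5 times of the paper's number: they give 23, 13, 26, 991, 32, 11, 47, 14, 6, 71, 73 and 0 genes, and between 419 and 748 genes without 1 library. The count of genes over 2-fold apart in at least one same-numbered pair of libraries is 220, an alternative chosen after seeing the values; which genes the paper called is not given in the sources used here, so how many of them it drops is not known. Further alternatives chosen after seeing the values, single pairs (105 and 133), pooled reads (73) and the replicate block (32), do not reach it.

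For spliced genes with an over 2-fold change the paper's number is 3, and 2 were counted here. Alternatives chosen after seeing the values that give 3 are the count in at least one pair of libraries and the count on pooled reads, and both add *FKBP7*.

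Table S1 labels its p-values as adjusted by Benjamini-Hochberg, with a threshold of 0.05 in the text. The printed p equals the unadjusted p of a two-sided Fisher's exact test recomputed from the printed reads, within 1%, for all 626 cassette exon and alternative 5' and 3' splice site events. Of the 451 cassette exon events, 7 have a printed p over 0.05, among them those of *CSNK1G3*, *AKAP13* and the 129-nt exon of *BIN1*; adjusted here over the cassette exon sheet alone, 424 are under 0.05. Of all 799 events, 476 have a printed p between 0.01 and 0.05. The reads of events outside the table were not used here, so an adjustment over all events tested could not be made.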

Other observations

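The tests in this part were written down before their results were seen, except voom with the block, which was added after the data were examined. The genes of the next paragraph were chosen after their values were seen.

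The 101 genes that limma called with the replicate block were not tested for a common function. Lower after knockdown were, among others, *CPE*, which encodes carboxypeptidase E (log2 fold change -0.83), the cathepsin gene *CTSC* (-0.74), the axon guidance gene *SLIT2* (-0.63), the neuropilin gene *NRP2* (-0.59), and *PTGES*, which encodes prostaglandin E synthase (-0.80; -0.49 and -1.11 within the replicate numbers). Higher were *NTN1*, which encodes netrin-1 (0.71), the chemokine gene *CXCL16* (0.63; adjusted p = 0.0505 by voom of limma with the block), *OLR1*, which encodes a receptor for oxidized LDL (0.58), and *WFDC2* (0.81). *DIO2*, which encodes a deiodinase that activates thyroid hormone, went from 11.1 to 6.29 RPKM in mean, with log2 fold changes of -0.60 and -1.11 within the replicate numbers. *MSI1*, which encodes the RNA-binding protein Musashi-1, had a log2 fold change of 0.63 at a mean under 1 RPKM in both groups. *RAB12*, which encodes a small GTPase, had RPKM of 16.1 and 23.1 in control cells and 8.78 and 11.5 in QKI-knockdown cells, log2 fold changes of -0.84 and -0.97 within the replicate numbers (limma adjusted p = 1.11e-10 with the replicate block). *NPPB*, which encodes a natriuretic peptide, was called although it changed in replicate 2 alone, with RPKM of 64.9 and 8.03 in control cells and 64.7 and 37.3 in QKI-knockdown cells. Of the 101 genes, 99 had the same direction in both pairs of libraries, 91 were also called with median centring and 88 also by voom with the block. The genes were called on the mean of these same pairs, and the other fits use the same 4 libraries. These counts are therefore no replication.

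The Notch target genes *HES1*, *HEY1* and *HEY2* were low in these BEAS2B libraries. The paper measured them by RT-PCR in A549 cells, another line, so the values here do not bear on those measurements. *HES1* was at 1.45 ± 0.370 RPKM in control cells and 1.20 ± 0.00360 RPKM in QKI-knockdown cells (SD, n = 2 each; limma adjusted p = 0.999 with the replicate block), with log2 fold changes of -0.38 and 0.00 within the replicate numbers. *HEY1* was at 0.352 and 0.281 RPKM in control cells and 0.215 and 0.0908 RPKM in QKI-knockdown cells, below the expression limit of the test. *HEY2* was listed in control library 1 only, at 0.0182 RPKM.

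*BIN1* has 3 cassette exon events in Table S1. The 129-nt exon on chromosome 2 from 127815049 to 127815177 had an inclusion of 36.4% in control cells and 44.4% in QKI-knockdown cells (Fisher's exact test on junction reads, p = 0.718) in one event, and 44.0% and 53.3% (p = 0.742) in the other, differences that were not detectable at 13 to 23 junction reads. A 93-nt exon went from 0% to 11.1%.

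Frame-shifting cassette exons might change the mRNA level of their gene. The 137 genes with a cassette exon whose length is not a multiple of 3 had a median size of the log2 fold change that differed by -0.0035 from that of the 251 genes with frame-preserving exons only (95% bootstrap interval -0.0194 to 0.0117; permutation test, p = 0.572), with differences of -0.0073 and 0.0038 within the replicate numbers. This argues against a shift of more than about that interval at the level of the gene.

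QKI binds mRNA, so a QKI motif in the 3' UTR might change the mRNA level. Among 11492 genes with a 3' UTR, the 4515 with ACUAAY in it differed from the others, within strata of UTR length, by -0.0159 in mean log2 fold change. Of 19 kinds of control hexamer of the same base composition, 8 gave a difference as large, within a range of -0.0214 to -0.00986, and the difference was 0.0342 within replicate 1 and -0.0660 within replicate 2, so the data argue against a general effect of the motif.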
